# Gene body methylation suppresses intragenic transcription and permits epigenetic inheritance in a cnidarian

**DOI:** 10.1038/s41559-026-03090-6

**Published:** 2026-06-02

**Authors:** Lan Xu, Richard Heery, Damir Baranasic, Bojan Žunar, Alvaro Segura Campaña, Vladimir Ovchinnikov, Boris Lenhard, Alex de Mendoza

**Keywords:** Evolutionary developmental biology, Epigenetics, Epigenomics

## Abstract

Across invertebrates, DNA methylation is largely restricted to the bodies of highly and constitutively expressed genes. This pattern has led to the widespread hypothesis that gene body methylation regulates gene expression and contributes to environmental adaptation and developmental plasticity, often by analogy to its roles in vertebrate genomes. However, mechanistic evidence testing these ideas remains scarce, limiting the interpretation of epigenetic variation in evolutionary and ecological contexts. Here, using the cnidarian model *Nematostella vectensis*, an early-branching animal which retains an ancestral methylation pattern, we show that loss of DNA methylation produces viable embryos with minimal effects on gene expression. Instead, methylation depletion causes widespread chromatin opening and spurious transcription initiation, particularly from transposable elements embedded within gene bodies. We further demonstrate that methylation is selectively restored in the germline, guided by transcription-associated chromatin, but is not globally reprogrammed after fertilization. As a result, aberrant methylation states can be inherited across generations. These findings identify gene body methylation as an evolutionarily conserved genome defence mechanism, clarify its ancestral function in animal genomes and reveal how incomplete epigenetic resetting can generate heritable regulatory variation with potential evolutionary consequences.

## Abstract (web summary)

Experiments in the cnidarian *Nematostella vectensis* show a role of gene body methylation in transposable element suppression and that epigenetic inheritance is constrained by chromatin context and transcriptional activity.

## Main

A methylated form of the DNA base cytosine, 5-methylcytosine (5mC), plays fundamental regulatory roles in vertebrates, where it contributes to the long-term silencing of regulatory elements and is essential for processes such as transposable element (TE) repression, genomic imprinting, X-chromosome inactivation and tumour suppression^1,2^. Mechanistically, 5mC can interfere with transcription factor binding at promoters and enhancers or recruit methyl-CpG-binding proteins that attract chromatin remodelling complexes to establish repressive chromatin states^3,4^.

However, vertebrates are exceptional in the animal kingdom: they exhibit global genome hypermethylation, with nearly all CpG sites methylated except at active promoters and enhancers^3,5^. By contrast, most invertebrates show a markedly different methylation landscape, where 5mC is largely confined to the bodies of broadly expressed genes—a distribution incongruent with its canonical role in transcriptional repression^5–7^ (Fig. 1a). The evolutionary transition from a sparsely methylated ancestral state to the hypermethylated vertebrate genome remains poorly understood^8,9^, in part because the functional significance of gene body methylation (gbM) in invertebrates is still unresolved at the molecular level^10–12^. Major invertebrate model organisms such as *Drosophila melanogaster* and *Caenorhabditis elegans* have entirely lost 5mC, leaving a gap in our ability to experimentally interrogate its roles.

**Fig. 1:**
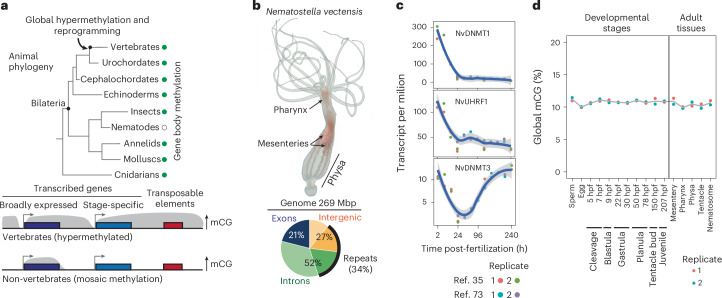
*Nematostella vectensis* exhibits a developmentally stable gbM pattern. **a**, Simplified animal phylogeny showing phyla with gbM (green), those lacking it (white) and the emergence of vertebrate-wide hypermethylation. The lower panel contrasts typical invertebrate and vertebrate methylome features. **b**, Adult anatomy of *Nematostella* alongside key genomic features. Intronic and intergenic regions are subdivided on the basis of the presence (darker green/yellow) or absence of repetitive elements. **c**, Developmental expression profiles of DNMTs and UHRF1 *Nematostella* (Nv) orthologues. Each dot is an RNA-seq replicate from two previous studies^35,73^ and error bands are for a 95% confidence interval. **d**, Global DNA methylation amounts measured with Oxford Nanopore sequencing across developmental stages and adult tissues.

Despite this, numerous genomic and ecological studies have linked gbM to key biological processes in invertebrates—including phenotypic plasticity, environmental adaptation and transcriptional stability^13–16^. Yet these associations remain correlative, often assuming that roles described in vertebrates are conserved in invertebrates and comprehensive functional studies are scarce^17–19^. To fully understand the biological relevance of gbM, and how it may have shaped evolution across animals, mechanistic insight is required.

Another major unresolved question relates to how DNA methylation is inherited across generations in animals that apparently lack epigenetic reprogramming during early development. In vertebrates, 5mC patterns are actively re-established during development, most extensively in mammals, but also in lampreys and teleosts^1,2,20,21^. By contrast, invertebrates appear to lack global epigenetic reprogramming events^22^. Although intergenerational inheritance of 5mC has been proposed^23–25^, it remains controversial as disentangling true epigenetic inheritance from genetically encoded methylation patterns is challenging, as DNA sequence variation is a major determinant of methylation in invertebrates^26^. Moreover, it is unclear whether 5mC patterns can be re-established after being perturbed and if there is a functional outcome of aberrant methylation inheritance.

To address these questions, we focused on the cnidarian *Nematostella vectensis*, a tractable model that occupies a key phylogenetic position as an early-branching animal lineage^27^. *Nematostella* exhibits a canonical gbM pattern^22,28^, a relatively simple body plan and features single-copy orthologues of DNA methyltransferase DNMT1, which maintains DNA methylation during replication and DNMT3, which establishes de novo 5mC marks^29^. Both enzymes are structurally conserved with their vertebrate counterparts (Extended Data Fig. 1a). The *Nematostella* genome has evolved slowly^30^, preserves ancestral metazoan linkage groups^31^ and contains a well-characterized repetitive element landscape comprising 34% of the genome^32^ (Fig. 1b). Here we dissect the functional role of gbM in the *Nematostella* genome regulation using a combination of second-generation DNA methylation inhibitors with molecular and epigenomic profiling tools and explore 5mC patterns of inheritance across generations.

## Results

### 5mC depletion is developmentally tolerated in *Nematostella*

In *Nematostella*, the DNA methylation machinery is maternally deposited. Although transcription of the maintenance methyltransferase DNMT1 and its co-factor ubiquitin-like with PHD and RING finger domains 1 (UHRF1) declines rapidly post-fertilization, DNMT3 shows a transient decrease, with expression levels increasing at later developmental stages (Fig. 1c and Extended Data Fig. 1b). However, these transcriptional changes are not reflected in the methylome, with previous studies, across different *Nematostella* strains and profiling techniques reporting stable 5mC amounts throughout development^22,28^. To precisely characterize DNA methylation dynamics in our laboratory population, we densely sampled *Nematostella* developmental stages and adult tissues and profiled global CpG methylation amounts using Oxford Nanopore sequencing with a genome skimming approach^33^. Consistent with earlier findings, global methylation amounts remained largely stable across the life cycle, averaging ~12% (Fig. 1d). This methylation stability observed in *Nematostella* contrasts with the progressive methylation loss observed during development and ageing in bilaterian invertebrates^34^ and may reflect the continuous renewal capacity of cnidarian stem cells and their limited signs of senescence^27^.

We observed in *Nematostella* that genes with high amounts of gbM tend to exhibit the most stable transcriptional profiles across development (Extended Data Fig. 1c), as in other invertebrates^34^. This supports the view that gbM in *Nematostella* is not involved in dynamic gene regulation, but instead marks genes with stable transcription. Moreover, when correlating gbM amounts with gene expression across a developmental RNA-seq time course, the strongest association is observed during zygotic genome activation (7–12 hours post-fertilization (hpf))^35^, after which the correlation progressively weakens (Extended Data Fig. 1d). This temporal decoupling between gbM and transcriptional activity mirrors patterns previously described in annelids^34^, reinforcing the concept that gbM is a relatively static feature linked to early developmental transcription rather than regulatory plasticity.

To investigate the functional role of 5mC, we aimed to deplete DNA methylation using both chemical and genetic approaches. Initial treatments with cytidine analogues—including 5-azacytidine, zebularine and decitabine—resulted in high toxicity, with widespread developmental arrest and poor survival to the juvenile polyp stage even at very low concentrations (Extended Data Fig. 2a–c). Although some depletion of mCG was observed, the effect was modest (Extended Data Fig. 2c). Cytidine analogues are known to induce off-target effects, including DNA/RNA incorporation leading to cytotoxicity, thus confounding the consequences of methylation loss^34,36^. We next turned to GSK-3484862 (hereafter, GSK), a second-generation DNMT1 inhibitor which blocks its catalytic domain and promotes degradation with reduced off-target effects in mammalian cells^37^. Fertilized eggs treated with GSK for as few as 5 h exhibited remarkable global mCG reduction, whereas embryos treated for 25 h exhibited a sixfold reduction in global mCG amounts at as early as gastrula stage (Extended Data Fig. 2d). There were no overt morphological defects and treated embryos reached the primary polyp stage with survival rates comparable to dimethyl sulfoxide (DMSO) controls (Extended Data Fig. 2e), suggesting that depletion of DNA methylation does not interfere with normal development in *Nematostella*.

To compare with genetic perturbation, we injected translation-blocking morpholinos (MOs) targeting DNMT1, DNMT3 and UHRF1. These treatments also led to global methylation loss, although depletion occurred later in development (after 3 days post-fertilization (dpf)) and similarly did not affect survival (Extended Data Fig. 2f,g). These results suggest that maternally deposited DNMT1 messenger RNA/protein is abundant in eggs and directly inhibiting DNMT1 protein with GSK can achieve demethylation earlier than blocking its translation by MO injection.

### Loss of gbM alters chromatin accessibility

To investigate the regulatory impact of DNA methylation loss, we focused on the gastrula stage (25 hpf), a timepoint when the correlation between gbM and transcription is still high (Extended Data Fig. 1d), whereas overall cell-type complexity is still lower than in later developmental stages^38^. This stage provides a simplified developmental context to assess transcriptional and epigenomic responses to demethylation. We performed three independent crosses, treating half the fertilized eggs with GSK and the other half with DMSO as control in each replicate(Fig. 2a). 

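RNA-seq covered 3 DMSO and 3 GSK gastrula libraries, from embryos sampled at 25 hpf after 25 h in 0.1% DMSO or in 5 µM GSK. The authors sequenced polyadenylated RNA as paired reads. Their methods describe Kallisto with rounded estimated counts and, in parallel, HISAT2 with TElocal. The deposited table holds whole-number counts for 19231 genes, with no scaling between libraries. Total counts were 22845690, 25338288 and 22417362 in DMSO replicates 1, 2 and 3, and 27124491, 24325360 and 29358798 in GSK replicates 1, 2 and 3. Table S5 lists 54200684 to 57743358 reads for the DMSO libraries and 60919386 to 68566548 reads for the GSK libraries, and every expression value given here uses the counts. Genes were tested with edgeR's quasi-likelihood F test after TMM normalization and edgeR's filter on low counts, with only the 2 compared groups in the fit. The p-values were adjusted by the Benjamini-Hochberg method. Across genes, which are not independent replicates, the log2 profiles of DMSO replicates 1 and 2 had a Pearson r of 0.988. DMSO replicate 3 had r values of 0.947 and 0.960 with these, whereas the GSK libraries had r values of 0.980 to 0.984 with each other.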

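ATAC-seq covered 2 DMSO and 3 GSK gastrula libraries of the same stage and treatments. The authors mapped the reads with Chromap, called peaks in each library with MACS3, merged the peaks and counted reads per merged peak with featureCounts. The deposited table holds whole-number counts for 36284 merged peaks, again without scaling between libraries. Counts in peaks summed to 31015826 and 33980509 in the DMSO libraries and to 24059685, 28448853 and 30494526 in the GSK libraries. Table S4 lists 216215508 and 226546888 sequenced reads for the DMSO libraries and 190872150 to 249281320 for the GSK libraries, and the tests used the counts in peaks. Peaks were tested in the same way as genes, and the filter removed none of them. Baseline methylation of genes and peaks was taken from a gastrula sample of an untreated cross sequenced with Oxford Nanopore, because the EM-seq methylomes of the DMSO embryos were not analysed here. The level of a region was the share of 5mC calls among all valid calls, over CpGs with at least 10 valid calls. At least 5 such CpGs were required in a gene body and at least 3 in a peak.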

We profiled methylation (enzymatic methyl sequencing (EM-seq)), chromatin accessibility (assay for transposase-accessible chromatin using sequencing (ATAC-seq)) and transcription (RNA sequencing (RNA-seq)) from matched samples (Fig. 2a). EM-seq confirmed an approximately sixfold reduction in global 5mC amounts in GSK-treated embryos (from 12% to ~2%), with widespread and uniform depletion across CpGs and gene bodies (Fig. 2b,c and Extended Data Fig. 3b). Methylome clustering, including published datasets^22,28,39^, showed that genetic background remains the primary driver of variation, but GSK-treated samples formed a distinct and highly divergent group, reflecting the impact of methylation loss (Extended Data Fig. 3a).

**Fig. 2:**
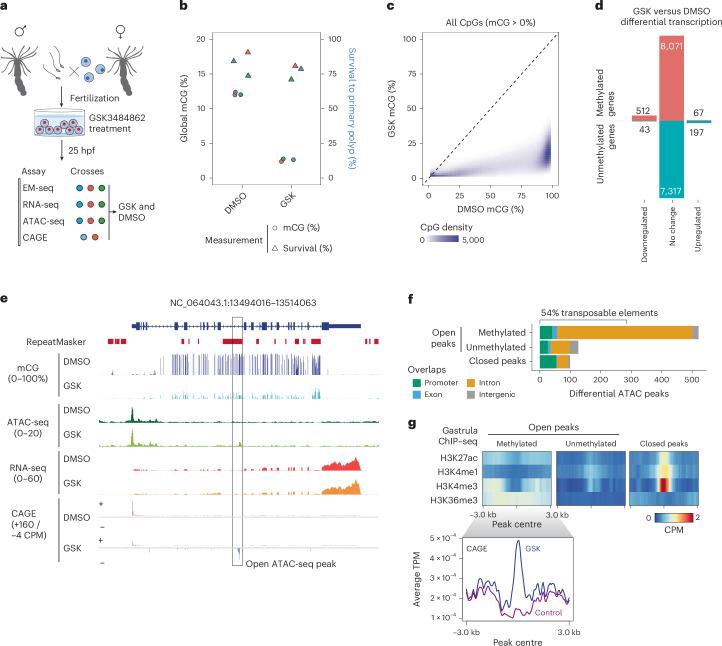
Loss of DNA methylation activates spurious regulatory elements within gene bodies. **a**, Experimental design: fertilized zygotes were treated with GSK (the DNMT1 inhibitor) or DMSO (control) across three independent biological replicates (shown in different colours) and sampled at the gastrula stage for multi-omic profiling. **b**, Global DNA methylation amounts in gastrula samples from all three crosses (shown as circles), quantified using EM-seq, alongside survival percentage to primary polyp stage (triangles). Each dot represents a biological replicate, with colour fillings indicating crosses as in **a**. **c**, Heatmap of 5mC amounts at individual CpGs in control (DMSO) versus GSK-treated samples. Only CpGs with >0% mCG in controls are shown. **d**, Number of differentially expressed and stably expressed genes at the gastrula stage. Genes normally methylated (≥10% mCG in control) are shown in red; normally unmethylated genes (<10% mCG) in blue. **e**, Genome browser snapshot of a representative gene showing ectopic ATAC-seq and CAGE-seq signal in the GSK condition. The RepeatMasker track indicates positions of TEs. The box highlights coordinates of differentially accessible ATAC-seq peaks. **f**, Number of differentially accessible ATAC-seq peaks after GSK treatment, stratified by direction of change and original methylation status. Peaks that close on treatment are primarily located in originally unmethylated (<20% mCG) regions. **g**, Average amounts of histone modifications and CAGE-seq signal at differentially accessible ATAC-seq peaks (as classified in **f**). Histone ChIP–seq data for gastrulae from ref. ^40^, shown as CPM.

Differential gene expression analysis identified 264 upregulated and 555 downregulated genes in GSK-treated embryos (false discovery rate (FDR) < 0.01; Fig. 2d and Extended Data Fig. 3c). 

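With edgeR, 40 genes were called higher and 165 lower in GSK-treated than in DMSO-treated gastrulae at FDR < 0.01, among 16654 genes tested. DESeq2 called 292 genes higher and 660 lower. The paper describes crosses that were each split between GSK and DMSO. With same-numbered libraries fitted as a replicate block, edgeR called 0 genes higher and 2 lower. Same-numbered DMSO and GSK libraries deviated from their groups with r of -0.49, -0.11 and -0.38, and the main fit did not pair them. The counts also moved when 1 library was left out, which leaves fewer libraries to test. Without DMSO replicate 3, edgeR called 120 genes higher and 351 lower. Without DMSO replicate 1 it called 8 higher and 86 lower, and without DMSO replicate 2 it called 0 higher and 3 lower. Without GSK replicate 1, 2 or 3 it called 0 genes higher and 7, 3 or 3 genes lower. In the full set, 3302 genes had an unadjusted p under 0.05. The genes called lower had a median log2 fold change of -1.37, and 147 of them lay at -1 or under. The genes called higher had a median log2 fold change of 1.70.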

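The largest decrease with reads in every library was in LOC5502487, at a log2 fold change of -3.59 (standard error 0.35, adjusted p = 0.0032 from edgeR). LOC5509388 fell from 235 CPM (s.d. 25.0) in the 3 DMSO libraries to 22.0 CPM (s.d. 3.06) in the 3 GSK libraries, a log2 fold change of -3.41 (standard error 0.16, adjusted p = 1.2e-04). It was called lower with each of the 6 libraries left out in turn. LOC5516660 and LOC5501320 had log2 fold changes of -2.89 and -2.86. These and LOC5502487 each lost their call in at least 1 of the fits with a library left out. In those fits the log2 fold changes ranged from -3.00 to -2.81 in LOC5516660 and from -3.17 to -2.55 in LOC5501320. In LOC5502487 they ranged from -3.81 to -3.17. LOC125561229 had 142, 143 and 144 counts in the DMSO libraries and 0 in every GSK library. With a floor of 3 counts per library, its mean CPM was at least 55.8-fold lower in GSK. It also lost its call without DMSO replicate 2, GSK replicate 2 or GSK replicate 3. This gene lies inside LOC5519991, and how the authors' counting divided reads between the 2 genes is not known. Among the genes called higher, LOC116608458 rose from 0.71 CPM (s.d. 0.21) to 6.54 CPM (s.d. 2.10), a log2 fold change of 3.20 (standard error 0.35, adjusted p = 0.0041). LOC5503171, LOC116609535, LOC116614944 and LOC116612317 had mean levels of 1.05 to 1.94 CPM in GSK libraries and of 0.040 to 0.114 CPM in DMSO libraries. All 5 genes called higher lost their call in at least 1 fit with a library left out. Their log2 fold changes in those fits ranged from 2.92 in LOC116608458 to 8.26 in LOC116609535.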

Stratifying genes by their baseline methylation status revealed a clear pattern: downregulated genes were predominantly methylated under control conditions, whereas upregulated genes were mostly unmethylated (Fig. 2d). This observation mirrors findings from DNMT1 knockdowns in the wasp *Nasonia*^17^, suggesting a conserved role in invertebrates. However, only ~6% of the total number of methylated genes were downregulated in GSK-treated embryos, whereas most (~93%) showed no significant transcriptional change. 

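A methylation level was available for 16441 tested genes, of which 8883 were methylated (at least 10% mCG) and 7558 were unmethylated. Of the genes called lower, 162 of 164 were methylated (98.8%, 95% confidence interval 95.7 to 99.7%), against 53.7% of the genes not called (two-sided Fisher's exact test, p = 1.0e-40). Of the genes called higher, 9 of 40 were methylated (22.5%, 95% confidence interval 12.3 to 37.5%; Fisher's exact test, p = 8.8e-05). Genes not called, drawn at the mean CPM of the genes called lower, were methylated in 63.4% of cases. At the mean CPM of the genes called higher, this share was 46.4%.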

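Of the 8883 methylated genes tested, 162 were called lower (1.82%, 95% confidence interval 1.57 to 2.12%), 9 were called higher and 8712 were not called (98.1%). This interval treats genes as independent and leaves out the spread between libraries. With DESeq2, 6.73% of methylated genes were called lower, and without DMSO replicate 3 edgeR called 3.65% lower. Without any other single library, this share lay between 0.034% and 0.953%. Of the unmethylated genes, 31 were called higher, 2 lower and 7525 were not called. The median log2 fold change was -0.06 over all methylated genes tested and 0.08 over all unmethylated genes tested.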

Downregulated methylated genes were primarily enriched for functions related to amino acid metabolism, whereas upregulated unmethylated genes showed weaker functional enrichment, with a couple of genes associated with chromatin-related processes, including H3K4 methylation and CpG binding (Supplementary Table 1). Consistent with these differences, downregulated genes were enriched for older gene ages, whereas upregulated unmethylated genes were biased towards younger gene age classes (Extended Data Fig. 3d)^9^. Developmental expression patterns in untreated *Nematostella* further revealed that GSK-downregulated genes are normally highly expressed at gastrula, whereas GSK-upregulated genes are typically less expressed at this stage (Extended Data Fig. 3e), consistent with methylation removal causing a modest heterochronic shift rather than widespread transcriptional disruption.

We next assessed chromatin accessibility using ATAC-seq and identified 768 differential peaks (FDR < 0.01), of which 87% became more accessible on GSK treatment (Fig. 2e,f and Extended Data Fig. 4a). 

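In the ATAC-seq counts, 522 peaks were called more accessible and 83 less accessible after GSK treatment, so that 86.3% of the 605 differential peaks opened. DESeq2 called 669 peaks open and 99 closed. Leaving out DMSO replicate 1 or 2 gave 214 or 207 open and 8 or 18 closed peaks. Leaving out GSK replicate 1 gave 737 and 157, GSK replicate 2 gave 400 and 51, and GSK replicate 3 gave 342 and 30. The largest increase at a methylated peak lay on chromosome 4 from 7203774 to 7204092, within LOC5519692. Its counts rose from 1.99 CPM (s.d. 1.09, 2 libraries) to 17.7 CPM (s.d. 5.28, 3 libraries), a log2 fold change of 3.14 (standard error 0.33, adjusted p = 1.7e-09 from edgeR). The next largest had log2 fold changes of 3.03, in LOC5521100 on chromosome 2, and 2.98, in LOC5515578 on the same chromosome. With 1 library left out at a time, the log2 fold changes ranged from 2.68 to 3.85 in LOC5519692 and from 2.39 to 4.25 in LOC5521100. In LOC5515578 they ranged from 2.80 to 3.19. The ranges overlap, so the order of these peaks is not settled.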

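In the region of Fig. 2e, the open peak lay on chromosome 10 from 13503468 to 13504395, within LOC5502824, and 95.0% of calls at its CpGs were methylated at baseline. Its counts rose from 9.56 CPM (s.d. 2.05) in the DMSO libraries to 23.7 CPM (s.d. 6.42) in the GSK libraries, a log2 fold change of 1.31 (standard error 0.23, adjusted p = 1.2e-04 from edgeR). RNA-seq counts of LOC5502824 were 556 CPM (s.d. 11.0) in DMSO and 537 CPM (s.d. 60.3) in GSK libraries, a log2 fold change of -0.05 (adjusted p = 0.87).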

We classified these differentially accessible peaks as methylated and unmethylated according to their original methylation amount in controls (≥20% mCG as the threshold). Newly accessible peaks were predominantly located in baseline methylated regions, whereas peaks that lost chromatin accessibility were generally unmethylated and enriched at promoters (Fig. 2f and Extended Data Fig. 4b). 

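Of the 516 open peaks with a methylation level, 430 were methylated at baseline (83.3%, 95% confidence interval 79.9 to 86.3%), against 11.41% of the 34821 peaks not called (two-sided Fisher's exact test, p = 8.6e-303). Peaks not called but of the same mean CPM were methylated in 9.74% of cases. Without GSK replicate 1 the share of methylated peaks among open peaks was 68.6%, and without any other single library it was 87.8 to 96.6%. Of the 83 closed peaks, 11 were methylated (13.3%, 95% confidence interval 7.56 to 22.2%), with p = 0.60 from Fisher's exact test against all peaks not called. Peaks not called but of the same mean CPM as the closed peaks were methylated in 7.01% of cases, and this difference was not tested. Distance to the nearest end of a gene, of either strand, stood in for promoters. Of the 72 closed unmethylated peaks, 37 had their centre within 500 bp of a gene end (51.4%, 95% confidence interval 40.1 to 62.6%). The share was 4.19% for the 430 open methylated peaks (2.66 to 6.52%) and 10.5% for the 86 open unmethylated peaks (5.60 to 18.7%).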

Open methylated peaks were largely intronic and rarely affected gene expression: just 13% of genes harbouring new peaks were differentially expressed (48 downregulated and 11 upregulated; Extended Data Fig. 4c). Thus, most chromatin changes due to GSK-mediated demethylation occurred in gene bodies of methylated genes, independent of strong transcriptional changes.

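Exons were not analysed here, so the position of open methylated peaks was taken relative to gene bodies, a measure chosen after seeing the data. The centre of 397 of the 430 peaks lay inside a gene body (92.3%, 95% confidence interval 89.4 to 94.5%), and 386 of the centres (89.8%) lay inside one and over 500 bp from any gene end. The peaks overlapped 377 genes, of which 375 were tested for expression. Of these, 19 were called lower and 3 higher, which makes 5.87% of genes (95% confidence interval 3.91 to 8.72%). Over all methylated genes, 1.93% were called in either direction. DESeq2, for peaks and genes alike, gave 16.8% of genes with open methylated peaks. Without DMSO replicate 3, which has only an RNA-seq library, the share was 10.7%. Other replicates were left out of RNA-seq and ATAC-seq at once, which also changed the list of peaks. Without DMSO replicate 1 the share was then 2.20%, and without any other replicate it was 0 to 0.22%.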

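Among the 375 tested genes that carried an open methylated peak, 361 were methylated at baseline. Over all 375 genes the median log2 fold change in RNA-seq was -0.08, and 271 of the 375 (72.3%) lay within 0.5 of 0 on the log2 scale. From the position of the new peaks and the few differentially expressed genes that carry them, the paper concludes that most of these chromatin changes took place in bodies of methylated genes without strong changes in their transcription.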

### Intragenic transposons drive spurious transcription on methylation loss

Strikingly, 54% of methylated and open chromatin peaks in GSK treatment group overlapped TEs, particularly DNA transposons and a subset of long terminal repeat retrotransposons (Extended Data Fig. 5a). These TEs were significantly younger than the genome-wide TE population (Extended Data Fig. 5b). Differential expression analysis of individual TE insertions (via TElocal) revealed both upregulated and downregulated elements on GSK treatment (Extended Data Fig. 5c). Only TEs that were originally silenced and methylated showed clear reactivation in an on–off manner on methylation loss. By contrast, changes observed in TEs that were already transcriptionally active were generally quantitative, reflecting shifts in the level of transcription rather than de novo activation (Extended Data Fig. 5d). These results indicate that 5mC plays a selective role in maintaining silencing of intragenic methylated TEs.

To assess whether newly accessible chromatin regions on GSK-mediated demethylation could represent latent or future regulatory elements, we then profiled these regions using existing histone modification datasets^40^. We observed that open methylated peaks were not enriched for canonical enhancer marks in gastrula or later stages, but did overlap with H3K36me3, a gene body-associated mark (Fig. 2g and Extended Data Fig. 4d). By contrast, closing peaks corresponded to normally active promoters, marked by ATAC-seq and H3K4me3 signals (Fig. 2g and Extended Data Fig. 4d). A small number of newly accessible unmethylated regions also overlapped promoter-like regions, but these changes appear unrelated to methylation status.

Motif analysis of open methylated peaks revealed significant enrichment for canonical promoter-binding transcription factors, including NFY, YY1 and Pou domain factors (Extended Data Fig. 4e). Differential footprinting analysis confirmed enhanced NFY occupancy in GSK-treated samples, alongside motifs for developmental regulators (Extended Data Fig. 4f). These findings suggest that demethylation enables these regions to be accessible to transcription factor binding, with some sites exhibiting features typical of promoter architecture.

To directly test whether methylation loss leads to aberrant transcription initiation, we performed cap analysis of gene expression sequencing (CAGE-seq), which captures the 5′ ends of transcripts^41^ (Fig. 2g). 

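CAGE-seq covered 2 GSK and 2 control gastrula libraries, sampled at 25 hpf. Table S7 lists the control libraries as DMSO, whereas their sample labels describe untreated animals, so they are called control here. The authors mapped the trimmed reads with STAR, normalized the tags of each library with the power-law method of CAGEr, clustered start sites and filtered the clusters. The deposited list of each library holds the position, strand and normalized signal of every cluster that passed, and signal outside these clusters was not analysed here. Table S7 gives 53148843 and 56449674 reads for the GSK libraries and 220693372 and 120589033 for the control libraries. The lists held 11999 and 11924 clusters for GSK replicates 1 and 2, and 11968 and 12018 for control replicates 1 and 2. Merged across libraries they made 12731 clusters, of which 11407 were listed in every library. A cluster was taken as GSK-only where no cluster of either control library overlapped it on the same strand, and as control-only in the reverse case.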

We observed GSK-specific CAGE signal overlapping open methylated peaks, absent in controls (Fig. 2g and Extended Data Fig. 6a). 

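Of the 430 open methylated peaks, 16 overlapped a GSK-only cluster of either GSK library (3.72%, 95% confidence interval 2.30 to 5.96%), and 1 other peak overlapped a control-only cluster (two-sided exact binomial test, p = 2.7e-04). Listed clusters of any kind overlapped 41 and 37 of these peaks in GSK replicates 1 and 2. In control replicates 1 and 2 they overlapped 26 and 27, so start sites at these peaks were not confined to GSK. Counting only clusters listed in both libraries of a condition, 13 peaks had a GSK-only and 1 had a control-only cluster (exact p = 0.0018). Among the 3973 methylated peaks that were not called, 17 overlapped a GSK-only and 26 a control-only cluster. The share with a GSK-only cluster differed between open and uncalled methylated peaks (Fisher's exact test, p = 1.3e-08). None of the 83 closed peaks overlapped a GSK-only cluster, and 4 overlapped a control-only cluster. Restricting the lists to clusters in the upper part of each library's scores, above the median, left 0.70% of open methylated peaks with a GSK-only cluster. No cluster was listed inside the open peak of Fig. 2e in any library. From such start sites and its results on accessibility, transposable elements, motifs and assembled transcripts, the paper concludes that gene body methylation prevents spurious regulatory activity and cryptic initiation in transcribed genes.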

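Methylation around each cluster was measured within 500 bp of its centre, with at least 20% mCG called methylated. GSK replicates 1 and 2 had 365 and 314 GSK-only clusters. Of those with a methylation level, 24.5% (95% confidence interval 20.3 to 29.2%) and 18.2% (14.3 to 22.9%) were methylated. Control replicates 1 and 2 had 327 and 338 control-only clusters, of which 13.9% (10.5 to 18.1%) and 18.2% (14.4 to 22.7%) were methylated. Replicate 2 of either condition thus had the same share. Under 3 other settings both GSK libraries lay above both control libraries. The means were 18.6% (s.d. 2.83) and 12.0% (s.d. 1.65) with at least 50% mCG, and 24.6% (s.d. 5.63) and 16.1% (s.d. 2.60) with clusters within 100 bp taken as shared. With CpGs within 250 bp of the centre they were 19.2% (s.d. 3.41) and 14.4% (s.d. 2.69). The libraries overlapped with at least 20 valid calls per CpG, at 21.2% (s.d. 4.83) and 16.0% (s.d. 3.03), with at least 5 valid calls, at 21.4% (s.d. 4.46) and 16.3% (s.d. 3.04), and among clusters above the median score of their library. Clusters shared by both conditions were methylated in 2.45 to 2.48% of cases. Shared clusters with the same normalized signal as the GSK-only and control-only clusters were methylated in 4.44% and 4.00% of cases. With clusters listed in both libraries of a condition, 25.9% of GSK-only and 17.1% of control-only clusters were methylated. With clusters above the median score of their library, these shares were 4.55% and 3.53%. That cut was applied to both conditions, so a cluster listed under the median in the other condition also counted as specific.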

The GSK-specific CAGE transcriptional start site clusters were preferentially located in regions methylated under control conditions, whereas control-specific clusters occurred in unmethylated regions (Extended Data Fig. 6b). Transcriptome assembly revealed that these new transcription start sites (TSSs) often gave rise to shorter isoforms or antisense transcripts. Many of these sites originated from TEs, forming chimaeric transcripts that combine TE-derived sequence with host genes (Extended Data Fig. 6c,d).

Together, these results indicate that gbM prevents spurious regulatory activity and cryptic transcription initiation within actively transcribed genes.

### Partial recovery of DNA methylation occurs in the germline

Although GSK treatment was restricted to early embryogenesis, reduced 5mC amounts persisted into adulthood. To assess whether methylation could be restored over time and whether prolonged loss had functional consequences, we leveraged the regenerative capacity of *Nematostella*^27^. Individual polyps were bisected and the aboral half (physa) was allowed to regenerate a new oral end over ~3 weeks (Fig. 3a). This regenerated animal was then bisected again, this time with a new oral region allowed to regenerate. We repeated this cycle of bisection with alternate aboral/oral regeneration for five successive rounds (Fig. 3a), with DNA collected at each regeneration stage. Despite extensive cell division, regeneration was not impaired compared with controls and global methylation amounts remained low and stable, indicating that somatic mitotic proliferation does not drive methylation recovery or incur detectable fitness costs under stress conditions (Fig. 3b).

**Fig. 3:**
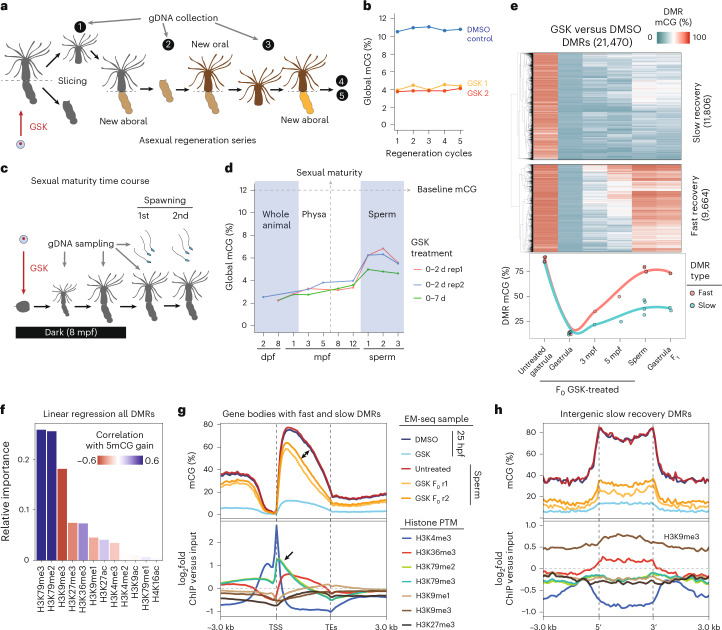
DNA methylation is restored in the germline in transcriptionally active regions. **a**, Schematic of the asexual regeneration experiment performed on demethylated individuals treated with GSK during early development. Animals were bisected and regeneration occurred over ~3 weeks. The newly regenerated half was then repeatedly bisected and regenerated across five successive rounds. **b**, Global DNA methylation amounts measured by Oxford Nanopore sequencing during the regeneration series, shown for two individuals. **c**, Schematic of the growth and spawning timeline of GSK-treated individuals. Genomic DNA was collected at several timepoints and sperm was sampled repeatedly after sexual maturation. **d**, Global methylation amounts during growth and in sperm, assayed via ONT. Each line represents a different treatment batch. Samples at 2 dpf and 8 dpf and 1 month post-fertilization (mpf) were whole animals, whereas physa at 3–12 mpf and sperm were sampled from the same individual over time and spawnings, respectively. **e**, Heatmap and average methylation profiles across development at DMRs identified in GSK versus DMSO gastrulae (Fig. 2c). Fast- and slow-recovery DMRs F_0_ sperm and F_1_ gastrula are clustered using *k*-means clustering. **f**, Regression model showing the contribution of individual histone modifications to methylation recovery at DMRs. Bars are coloured by direction of correlation: blue for positive and red for negative. **g**, Average DNA methylation and histone post-translational modification (PTM) amounts (from ref. ^42^) on gene bodies containing both fast- and slow-recovering DMRs (Extended Data Fig. 8b). Recovery of 5mC in sperm is skewed to the 5’ of the gene body (arrow), where H3K79me2/3 is enriched. EM-seq samples are colour-coded; sperm from individuals treated with GSK in early development is labelled as GSK-F_0_. **h**, Average DNA methylation and histone modification amounts in intergenic regions containing clusters of slow-recovering DMRs.

Similarly, animals sampled throughout development and allowed to reach sexual maturity exhibited evidence of minimal methylation recovery (Fig. 3c,d). By contrast, sperm samples obtained from successive spawnings showed a substantial increase in global 5mC, reaching ~50% of baseline levels (~6% versus 12%; Fig. 3d), whereas eggs showed only modest recovery (Extended Data Fig. 7a,b). These results indicate that de novo methylation is responsible for restoring 5mC and that this recovery is more pronounced in the male germline, consistent with its slightly higher baseline methylation amounts even under control conditions (Fig. 1d and Extended Data Fig. 7b,c).

To investigate the genomic distribution of this partial methylation recovery, we defined differentially methylated regions (DMRs) between control and GSK-treated gastrulae as the baseline coordinates of methylation loss. We then tracked methylation amounts at these DMRs across development and in sperm (Fig. 3e). Unsupervised clustering of DMRs revealed two major classes: one set exhibited slow or no recovery, whereas the other regained near-control amounts of methylation in sperm (Fig. 3e). These results indicate that de novo methylation is not uniformly targeted across the genome, but instead exhibits region-specific preferences.

### Transcription-coupled chromatin features predict methylation recovery

To understand what determines differential methylation recovery across the genome, we examined the chromatin context of fast- and slow-recovering DMRs^42^. DMRs that regained methylation rapidly were enriched for gene body-associated histone marks, including H3K79me2/3 and H3K36me3 (Extended Data Fig. 8a). By contrast, slow-recovering DMRs were enriched for repressive modifications such as H3K9me3 and H3K27me3 (Extended Data Fig. 8a). To test whether histone features alone could predict methylation recovery, we trained a linear regression model using the genome-wide histone chromatin immunoprecipitation sequencing (ChIP–seq) data. The model explained a substantial proportion of the variance in recovery (*R*^2^ = 0.53), with gene body marks positively associated with remethylation and repressive marks showing strong negative associations (Fig. 3f). Notably, H3K79me2/3 emerged as a stronger predictor of recovery than H3K36me3, despite the known interaction of the PWWP domain of DNMT3 with H3K36me3^43^, suggesting an underappreciated role for H3K79 methylation in recruiting de novo DNA methylation in animals.

Given the association between gene body histone marks and transcription, we next investigated whether gene expression levels correlate with methylation recovery. We classified genes by the type of DMRs they contained: fast, slow or both (dual) (Extended Data Fig. 8b). All three gene categories were marked by active chromatin features such as gene body H3K36me3 and promoter H3K4me3, although genes in the slow DMR category also showed moderate enrichment for repressive marks (Extended Data Fig. 8c). Genes with fast or dual DMRs showed significantly higher transcriptional levels in the gastrula stage than genes with only slow DMRs (Extended Data Fig. 8d) and were generally more highly expressed during early development under control conditions (Extended Data Fig. 8e). This suggests that transcriptionally active genes, especially those involved in early developmental programmes, are preferentially targeted for methylation restoration.

Interestingly, genes containing both fast- and slow-recovering DMRs were significantly longer than those with only fast-recovering regions (Extended Data Fig. 8f). This allowed us to explore spatial differences in methylation recovery along their gene bodies. In these dual DMR-harbouring genes, methylation recovery was faster at the 5′ end, coinciding with the peak enrichment of H3K79me2/3, whereas methylation recovered more slowly towards the 3′ end (Fig. 3g and Extended Data Fig. 8c). This 5′-biased recovery did not align with the more uniform distribution of H3K36me3 along gene bodies, suggesting that H3K36me3 is not the sole instructive mark guiding DNMT3 activity. Instead, the spatial pattern implies that methylation recovery proceeds quantitatively during transcriptional elongation: highly transcribed shorter genes are more rapidly remethylated, whereas longer genes require more time to fully re-establish methylation across their entire length.

To assess recovery dynamics in transcriptionally silent regions, we focused on slow-recovering intergenic DMRs. Although relatively fewer in number (1,453), these DMRs were clustered in repeat-rich, gene-poor regions of the genome and were strongly enriched for H3K9me3 while being depleted of active histone marks such as H3K4me3 (Fig. 3h). These heterochromatic features suggest a chromatin environment that resists remethylation, suggesting that methylation in these regions is normally maintained by DNMT1, rather than actively re-established by transcriptionally dependent DNMT3. Together, these findings indicate that methylation recovery in *Nematostella* is tightly coupled to transcription and chromatin context. Highly transcribed gene bodies regain methylation efficiently, whereas repressive or heterochromatic regions remain demethylated, revealing a selective and context-dependent mechanism of epigenetic memory following experimentally induced methylation loss.

### Lack of epigenetic reprogramming enables inheritance of aberrant methylation

To determine whether demethylation-induced epimutations are transmitted to the next generation, we performed reciprocal crosses between selected GSK-treated and untreated animals (F_0_), generating embryos from all combinations of methylated and demethylated gametes (Fig. 4a). All fertilizations were viable. We sampled the resulting offspring (F_1_) and profiled their methylomes using long-read Oxford Nanopore sequencing. 

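Oxford Nanopore methylomes were analysed here for cross 1, between a GSK-treated male and an untreated female, with 1 library each of the sperm, the F1 gastrulae and an F1 juvenile. Gastrulae of an untreated cross served as the reference, again with 1 library. The authors called 5mC and 5hmC with Dorado and summed the calls per CpG with Modkit. The deposited tables give, for each CpG with both strands joined, the number of valid calls and how many were 5mC or 5hmC. Nuclear CpGs had 277422543 valid calls in the untreated cross gastrulae (mean 33.5 per CpG), 504269331 in the sperm (61.3 per CpG), 365932421 in the F1 gastrulae (44.3 per CpG) and 455941673 in the F1 juvenile (55.5 per CpG). The mCG level was computed as 5mC calls over all valid calls. On the mitochondrial genome it was 0.106%, 0.168%, 0.0557% and 0.0403% in the same order. With a single library of each kind no test across replicates was made, and the confidence intervals given reflect the number of calls only.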

Remarkably, global methylation amounts in these offspring consistently approximated the arithmetic mean of the parental gametes, regardless of whether the demethylated contribution came from egg or sperm (Fig. 4b and Extended Data Fig. 9a). This pattern suggests passive inheritance of parental methylation states, without preferential reprogramming or erasure from either parental genome.

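Global mCG was 12.3% in the untreated cross gastrulae, 4.36% in the sperm of the GSK-treated male of cross 1, 7.33% in the F1 gastrulae and 6.80% in the F1 juvenile, the levels that Table S2 lists. The eggs of this cross were not analysed here. With the untreated cross gastrulae in place of the egg, the mean of the maternal and paternal levels was 8.31%. The F1 gastrulae differed from this mean by -0.99 percentage points and the juvenile by -1.51 percentage points. Averaging over CpGs with at least 10 valid calls, in place of pooling the calls, moved the F1 juvenile most, to 7.63%. From the global levels, the paper proposes that parental methylation is inherited passively, without preferential reprogramming of either parental genome.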

**Fig. 4:**
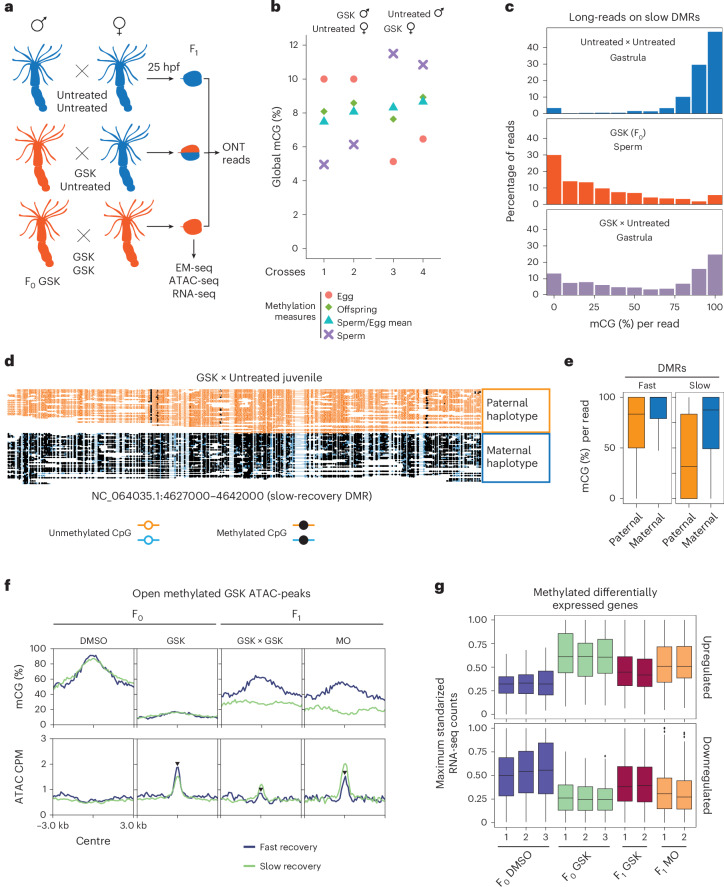
Aberrant DNA methylation patterns are passively inherited in the next generation. **a**, Schematic of genetic crosses between GSK-treated F_0_ and untreated F_0_ individuals. Embryos of F_1_ at the gastrula stage were collected for multi-omic profiling. **b**, Global DNA methylation amounts measured by Oxford Nanopore sequencing in four independent crosses. GSK-treated males with the lowest methylation amounts were selected for crossing. Eggs (red circle), sperm (purple cross) and resulting offspring (green diamond) are shown. The mean methylation of the parental gametes is represented by a blue triangle. **c**, Distribution of per-read methylation amounts at slow-recovery DMRs across two different crosses. Control gastrulae are shown in blue, GSK-F_0_ sperm in orange and F_1_ gastrulae resulting from GSK-F_0_ sperm crossed with control eggs in purple. **d**, Single-molecule Oxford Nanopore methylation at a representative slow-recovery DMR, phased by parental haplotype. DNA was obtained from a juvenile derived from a GSK-F_0_ sperm × untreated egg cross. Unmethylated CpGs of paternal origin are shown in orange, maternal in blue and methylated CpGs as black circles. **e**, Per-read methylation distribution for fast- and slow-recovery DMRs (9,664 and 11,806 DMRs), separated by parental origin in the same individual as in **d**. Boxplots show the median (centre line), interquartile range (IQR) (box) and the smallest and largest values within 1.5× IQR (whiskers). **f**, Average ATAC-seq signal (as CPM) and DNA methylation over ectopic open peaks (defined in Fig. 2f) that overlap fast- or slow-recovery DMRs. Gastrula-stage F_1_ embryos were derived from either GSK-F_0_ crosses or DNMT1 + UHRF1 MO-injected F_0_ crosses. **g**, Standardized transcription amounts of methylated, differentially expressed genes (as defined in Fig. 2d; 512 downregulated and 67 upregulated) in F_1_ gastrulae derived from GSK-treated or MO-injected F_0_ progenitors. Each number above group names represents a biological replicate. Boxplots show the median (centre line), IQR (box) and the smallest and largest values within 1.5× IQR (whiskers); values beyond this range are plotted as outliers.

To explore this further, we focused on a cross between a demethylated male (with the lowest methylation in the group) and an untreated female (cross 1 in Fig. 4b). 

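Regions of cross 1 were followed in 1-kb bins with at least 5 CpGs of at least 10 valid calls in each of the 4 libraries. Only the 46830 bins with at least 60% mCG in the untreated cross gastrulae were kept. The recovery DMRs of the paper come from EM-seq methylomes that were not analysed here, so the bins were classed by their level in the sperm. Sperm-low bins, under 40% mCG, numbered 23524 (50.2%), and sperm-recovered bins, with at least 60% mCG, numbered 15881 (33.9%). A gene overlapped 90.7% of sperm-low and 98.3% of sperm-recovered bins.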

We analysed per-read methylation at slow-recovering DMRs, reasoning that these regions would retain the strongest signature of paternal methylation loss. Each read corresponds to a single DNA molecule, thereby capturing the diversity of haplotypes and cell states within the pooled embryo sample. In control embryos, nearly all reads across these loci were heavily methylated (>90% mCG), whereas in sperm of this demethylated male, most reads showed low methylation amounts (<40%; Fig. 4c). By contrast, the cross involving demethylated sperm and control eggs resulted in gastrula-stage embryos with a bimodal methylation distribution (Fig. 4c). This pattern is consistent with maternal-derived reads remaining methylated, whereas paternal-derived reads retaining their hypomethylated state. 

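Over the 23524 sperm-low bins, which were selected by their levels in these 2 libraries, mean mCG was 85.0% (s.d. across bins 10.5) in the untreated cross gastrulae and 19.1% (s.d. 10.7) in the sperm of the demethylated male. In the untreated cross, 71.0% of these bins had at least 80% mCG and 44.9% had at least 90%. In the sperm, 54.3% of them lay under 20%. These are means over all reads of a bin, and the levels of single reads were not analysed here. In the region of Fig. 4d on chromosome 2, within LOC116615981, mCG over 402 CpGs was 93.6% in the untreated cross gastrulae and 7.48% in the sperm.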

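In the F1 gastrulae, the sperm-low bins had a mean mCG of 49.9% (s.d. across bins 12.1), beside 52.0% for the mean of the untreated cross and the sperm. In these gastrulae 59.4% of the bins lay at 40 to 60% mCG, and 91.4% lay within 15 percentage points of their own parental mean. A bin level does not separate reads of high and low methylation, so the shape of the distribution over reads was not tested. The sperm-recovered bins had a mean of 92.6% in the untreated cross, 81.2% in the sperm and 84.7% in the F1 gastrulae, beside a parental mean of 86.9%. Across all 46830 bins, which are not independent replicates, F1 levels and parental means had a Pearson r of 0.926. With gene bodies in place of bins, the F1 means were 45.3% for the sperm-low and 69.8% for the sperm-recovered class. The region of Fig. 4d had 46.5% mCG in the F1 gastrulae.

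**Figure D1:**
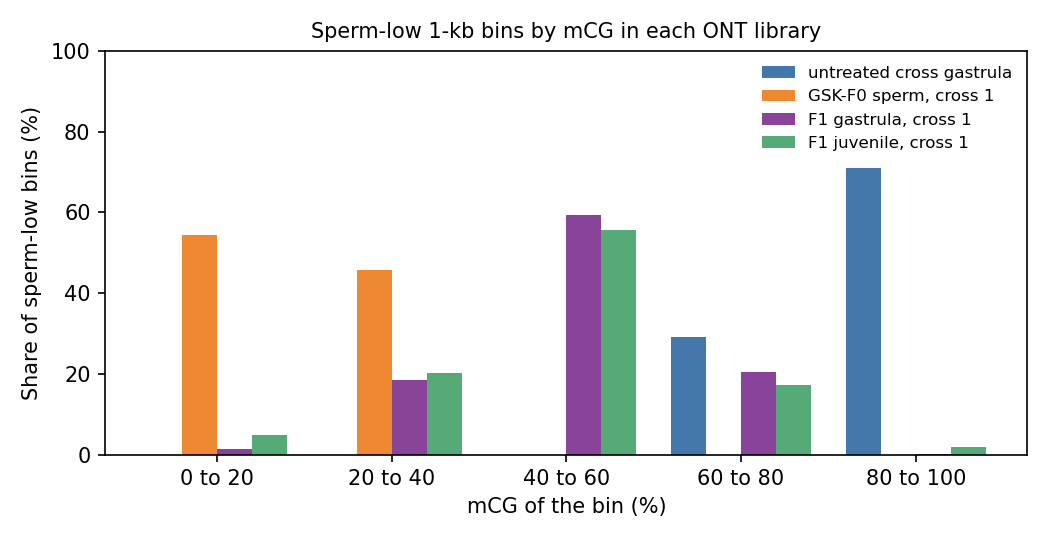
Share of the 23524 sperm-low 1-kb bins (vertical axis, %) by mCG of the bin (horizontal axis, %) in each of the 4 Oxford Nanopore libraries. The bins were selected for at least 60% mCG in the untreated cross gastrulae and under 40% in the sperm, which fixes the sides on which these libraries lie. The F1 libraries played no part in the selection by level, and 59.4% of the bins of the F1 gastrulae lie at 40 to 60% mCG.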

The co-existence of these epigenetically distinct haplotypes indicates a lack of post-fertilization methylation reprogramming, where a parental methylation pattern would serve as template for the other.

To test whether these differences persist throughout development, we raised F_1_ polyps from this cross and performed haplotype-resolved methylation profiling using homozygous paternal single nucleotide polymorphisms to discriminate reads overlapping heterozygous positions. Even in fully developed juveniles, slow-recovering DMRs on the paternal haplotype remained hypomethylated, whereas the maternal homologue maintained baseline methylation (Fig. 4d,e). By contrast, fast-recovering DMRs regained methylation on both haplotypes (Fig. 4e). These findings confirm that, in *Nematostella*, there is no global erasure or re-establishment of DNA methylation following fertilization. Instead, partial remethylation occurs gradually and selectively, leading to inheritance of epimutations.

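In the F1 juvenile of cross 1, without separating the haplotypes, the sperm-low bins had a mean mCG of 48.0% (s.d. across bins 15.3). Of these bins, 55.8% lay at 40 to 60% mCG and 77.9% lay within 15 percentage points of their parental mean. The region of Fig. 4d had 48.7% mCG over the same CpGs as before. Reads were not assigned to a parent here, so the levels are averages over the maternal and paternal copies.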

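The sperm-recovered bins had a mean mCG of 82.9% (s.d. across bins 10.5) in the juvenile, with 91.3% of them within 15 percentage points of the parental mean. From the haplotypes of the juvenile, the paper concludes that methylation is neither erased nor re-established globally after fertilization.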

To assess whether naturally occurring methylation differences in *Nematostella* reflect similar variability to the experimentally induced epimutations, we identified DMRs between our control samples and three previously published datasets representing distinct colonies and genetic backgrounds. We detected 690 DMRs across these populations, with variation strongly associated with colony of origin rather than developmental stage (Extended Data Fig. 9b). Of the 383 population variable DMRs that overlap the recovery DMRs, 96% overlapped with the slow-recovering DMRs. This suggests that slower recovery, and probably less efficient targeting of DNA methylation, contributes to stable, heritable epigenetic variation among populations.

### Inherited epimutations impact chromatin and transcription in the next generation

Having established that aberrant methylation states are inherited, we next asked whether these epimutations have genome regulatory consequences. 

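The F1 data comprised 2 RNA-seq and 2 ATAC-seq libraries from offspring of GSK-treated animals (F1 GSK), and as many from offspring of MO-injected animals (F1 MO), all at 25 hpf. Total RNA-seq counts were 22556659 and 21189677 in F1 GSK and 23166215 and 20823699 in F1 MO. ATAC-seq counts in peaks were 11366484 and 19253881 in F1 GSK and 14046962 and 12525960 in F1 MO. Table S4 lists 125640264 and 278957620 sequenced reads for the F1 GSK and 153176658 and 137943804 for the F1 MO ATAC-seq libraries. The authors processed them as the F0 libraries, and each F1 group was tested here against the DMSO libraries of the F0 experiment in a separate fit. F0 and F1 effects therefore share their controls. To estimate what this sharing alone gives, all libraries were simulated 20 times, with unchanged F1 groups. Each round drew the DMSO libraries anew and used them for the F0 and F1 comparisons alike. Genes and peaks were drawn independently of each other, so shifts common to many of them in a real DMSO library are missing from these simulations. The F1 ATAC-seq libraries were uneven. Peaks under an eighth of their mean CPM in the F0 libraries made up 1.85% and 8.45% of peaks in F1 GSK replicates 1 and 2, and 21.7% and 22.7% in F1 MO replicates 1 and 2. In each F0 library there were 0 to 3 such peaks. With this spread, 200 simulated changes of 2 on the log2 scale were recovered in 8% of cases for F1 GSK and in 0% for F1 MO. The peaks were therefore compared as lists.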

We generated F_1_ embryos from GSK-treated or MO-injected (DNMT1/UHRF1-targeting) F_0_ animals and collected gastrula-stage samples for EM-seq, ATAC-seq and RNA-seq (Fig. 4a). We focused on the ‘open methylated peaks’ that had emerged in F_0_ GSK-treated gastrulae (Fig. 2f), ectopic accessible regions arising from previously methylated loci. 

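Peak by peak, edgeR called 0 peaks at FDR < 0.01 in F1 GSK and 0 in F1 MO, with 3381 and 6753 peaks at an unadjusted p under 0.05. DESeq2 called 68 higher and 22 lower in F1 GSK, and 2233 higher and 4389 lower in F1 MO. With 1 F1 library left out, the lone library is assumed to vary like the DMSO libraries, and edgeR then made many calls. It called 5314 higher and 7151 lower without F1 GSK replicate 1, 3612 and 4470 without F1 GSK replicate 2, 9681 and 12500 without F1 MO replicate 1, and 9153 and 12023 without F1 MO replicate 2. Over the 430 open methylated peaks of the F0 GSK gastrulae, the median log2 fold change against DMSO was 1.54 in F0 GSK, 1.19 in F1 GSK and 1.71 in F1 MO. The single libraries gave 1.17 and 1.11 for F1 GSK and 1.65 and 1.63 for F1 MO. The fry set test of limma gave two-sided p-values of 1.7e-05 for F1 GSK and 9.6e-04 for F1 MO. Simulated unchanged groups gave medians of at most 0.14 and 0.17. Of the open methylated peaks, 388 of 430 were higher than in DMSO in F1 GSK, and 374 of 429 in F1 MO.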

We classified these peaks on the basis of their overlap with fast- or slow-recovering DMRs and assessed both DNA methylation and chromatin accessibility (Fig. 4f). 

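The open methylated peaks were classed by mCG within 500 bp of their centre in the sperm of cross 1, since the DMRs were not analysed here. Sperm-recovered peaks, with at least 60% mCG, numbered 66. Their median log2 fold change against DMSO was 1.51 in F0 GSK, 0.44 in F1 GSK and 0.54 in F1 MO.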

EM-seq confirmed that peaks overlapping fast DMRs had largely regained methylation in the F_1_, almost to normal amounts, consistently showing reduction of ATAC-seq signal on those regions (Fig. 4f and Extended Data Fig. 9c). By contrast, peaks in slow-recovering DMRs remained hypomethylated and chromatin remained accessible on those regions (Fig. 4f and Extended Data Fig. 9c). This effect was more pronounced in MO-derived F_1_ embryos, which inherited lower global methylation amounts from the previous generation (4.3% mCG versus 5.7–6.1% mCG in F_1_ GSK). These results indicate that persistent hypomethylation alone is sufficient to sustain ectopic chromatin accessibility across generations. 

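The 296 sperm-low open methylated peaks, under 40% mCG in the sperm, had a median log2 fold change of 1.50 in F0 GSK, 1.36 in F1 GSK and 1.89 in F1 MO. A further 68 peaks lay between the classes. The median of sperm-low peaks exceeded that of sperm-recovered peaks by 0.92 in F1 GSK (0.86 and 0.81 in the single libraries) and by 1.35 in F1 MO (1.53 and 1.42). Without DMSO replicate 1 or 2, which also changes the list of peaks, the difference in F1 MO was 2.31 or 2.06. With peaks called more strictly in the F0 libraries, the difference was 0.49 in F1 GSK and 1.48 in F1 MO. The sperm came from a single GSK-treated male. Whether this male fathered the F1 GSK embryos of the ATAC-seq libraries is not known, and the F1 MO embryos came from other parents.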

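The median log2 fold change of all open methylated peaks was higher in both F1 MO libraries than in both F1 GSK libraries, and the difference itself was not tested. At the open peak of Fig. 2e, counts were 13.5 CPM (s.d. 9.85, 2 libraries) in F1 GSK and 37.3 CPM (s.d. 17.0, 2 libraries) in F1 MO. This peak was sperm-recovered, with 66.3% mCG in the sperm. Its log2 fold change was 0.50 in F1 GSK and 1.97 in F1 MO, and the latter goes against the pattern of its class. Neither was called (adjusted p = 0.84 and 0.16 from edgeR). From the accessibility of hypomethylated peaks in the F1, the paper concludes that persistent hypomethylation is sufficient to keep ectopic chromatin open across generations.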

In the F_0_ generation, chromatin dysregulation could have been attributed to DNMT1 protein degradation, potentially affecting non-catalytic roles such as recruitment of repressive complexes. However, DNMT1 amounts are not perturbed in F_1_ embryos, demonstrating that chromatin dysregulation occurs independently of DNMT1 loss-of-function effects.

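Against the DMSO libraries, edgeR called 0 genes higher and 0 lower in F1 GSK among 16681 tested, with 1810 genes at an unadjusted p under 0.05. DESeq2 called 78 higher and 128 lower in the same comparison. In F1 MO, 16 genes were called higher and 79 lower among 16750 tested, and DESeq2 called 577 and 914. Without DMSO replicate 3, edgeR called 266 higher and 556 lower in F1 MO, and without any other library it called at most 1 higher and 5 lower.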

We then examined the transcriptional consequences of inherited methylation states by tracking genes originally dysregulated in F_0_ GSK-treated gastrulae (Fig. 2e). 

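The 162 genes that were methylated and called lower in F0 GSK had a median log2 fold change of -1.37 there and of -0.51 in F1 GSK (-0.45 and -0.57 in the single libraries). Simulated unchanged groups gave medians of -0.11 to -0.02. Of these genes, 150 were lower than in DMSO in F1 GSK. Without DMSO replicate 3, whose removal also changes the list of genes, the median was -0.37, and without F0 GSK replicate 1 it was -0.86, over 7 genes. The 9 methylated genes called higher had a median of 1.37 in F0 GSK and 0.59 in F1 GSK, with 7 of the 9 higher than in DMSO and simulated medians of 0.10 to 0.27. Without DMSO replicate 1, only 2 such genes were called, with a median of 0.94 in F1 GSK. LOC5509388 had 70.0 CPM (s.d. 37.8) in the 2 F1 GSK libraries, between its DMSO and F0 GSK levels.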

In F_1_s, expression of these genes was intermediate between control and F_0_ demethylated samples (Fig. 4g). 

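In F1 MO, the 162 methylated genes called lower in F0 GSK had a median log2 fold change of -1.25 (-1.17 and -1.36 in the single libraries), with 154 of them lower than in DMSO. Simulated unchanged groups gave -0.09 to -0.05. Without DMSO replicate 3 the median was -0.85. The 9 methylated genes called higher had a median of 0.39 (0.27 and 0.71 in the single libraries), against simulated medians of 0.11 to 0.28. This median was 0.74 without DMSO replicate 3 and 0.72 without F1 MO replicate 1. LOC5509388 had 6.39 CPM (s.d. 1.04) in the F1 MO libraries, under its level in F0 GSK.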

MO F_1_s retained more of the dysregulated transcriptional profile, consistent with their lower remethylation. Genome-wide, we observed high concordance between F_1_ and F_0_ transcriptional responses, with MO-derived F_1_s clustering more closely to GSK-treated F_0_s than to controls (Extended Data Fig. 9d–f). This demonstrates that inherited epimutations can shape both chromatin and transcriptional landscapes, raising the possibility that these non-genetic changes could be subject to natural selection.

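Across genes, which are not independent replicates, log2 fold changes against DMSO in F0 GSK had a Pearson r of 0.377 with those in F1 GSK (16489 genes) and of 0.586 with those in F1 MO (16524 genes). Simulated unchanged groups, which share only simulated controls, gave r values of 0.201 to 0.251 and of 0.214 to 0.265. These ranges leave out shifts that many genes share in a real DMSO library, so they may be too narrow. Without F1 GSK replicate 1, the r of F1 GSK was 0.241, and no unchanged group of a single library was simulated to set beside it. Without any other single library it was 0.296 to 0.527, and for F1 MO it was 0.487 to 0.676. The log2 profiles of the F1 MO libraries had a mean r of 0.959 with the F0 GSK libraries and of 0.938 with the DMSO libraries, or 0.952 without DMSO replicate 3. The F1 GSK libraries had mean r values of 0.954 with F0 GSK and 0.954 with DMSO, or 0.967 with DMSO replicates 1 and 2. From the shared profile of F0 and F1, the paper concludes that inherited epimutations can shape chromatin and transcription.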

## Discussion

We uncover a primary mechanistic role for gbM in invertebrates: the suppression of spurious transcriptional initiation within highly and broadly expressed genes (Fig. 5a). The insertion of TEs into these gene bodies poses a particular threat, as many TEs harbour intrinsic regulatory activity capable of driving ectopic transcription. A silencing mechanism that preserves transcriptional integrity in such regions is therefore important. Unlike heterochromatic marks, such as H3K9me3 that can hinder transcription^44^, DNA methylation appears to offer a more permissive form of repression compatible with active transcription. This functional specialization may reflect a division of labour in animal chromatin, in which the ancestral co-occurrence of heterochromatin and 5mC diversified into separate silencing strategies. In animals, the evolution of targeting domains such as PWWP and ADD in DNMT3 probably allowed de novo methylation to be directed towards transcriptionally active gene bodies^36^. Plants exhibit similar gbM patterns via non-homologous methyltransferases, probably the result of convergent evolution^10,45^. Yet, recent evidence suggests that gbM in plants also serves to suppress intragenic antisense transcription, pointing to a shared functional logic across kingdoms^46^.

**Fig. 5:**
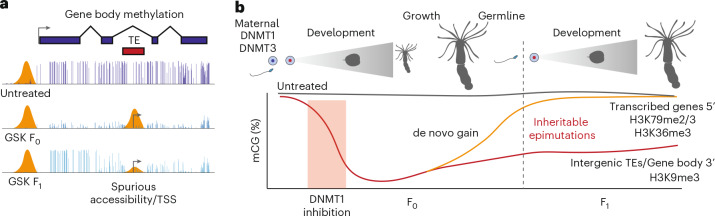
gbM suppresses spurious TSSs and is heritable. **a**, Loss of gbM results in increased chromatin accessibility and the emergence of ectopic TSSs, often overlapping TEs. Recovery of methylation in these regions can suppress these effects. **b**, Model of DNA methylation inheritance in *Nematostella*. Under normal conditions, methylation remains stable (grey line). Following forced demethylation, methylation is rapidly restored in the germline in actively transcribed regions (orange line) but recovers more slowly in the soma and in intergenic regions and at the 3′ ends of gene bodies (red line). This asymmetry in recovery leads to heritable epimutations in the next generation.

Whereas small-RNA pathways such as the PIWI-piRNA system provide targeted, sequence-specific surveillance against TE transcripts, gbM appears to serve a complementary yet distinct function. The piRNA system primarily acts in *trans* to degrade specific TE transcripts and guide localized transcriptional silencing. For example, in *Nematostella* and other cnidarians, piRNAs are enriched during early development and in adult stem cells/germline^47,48^. By contrast, gbM acts in *cis* as a chromatin feature that broadly suppresses spurious transcriptional initiation within actively transcribed regions, including intragenic TEs. Thus, whereas small-RNA pathways primarily combat active transposon mobilization, gbM appears to safeguard the transcriptional integrity of host genes that harbour embedded repetitive elements. Notably, the coupling between small-RNA pathways and DNA methylation deposition is thought to represent a later evolutionary innovation, most clearly established in tetrapods^49^, suggesting that gbM-mediated repression and piRNA surveillance may operate largely independently in invertebrates.

Notably, the relatively modest transcriptional changes observed on gbM loss in *Nematostella* imply that gbM does not play a central role in the dynamic regulation of gene expression. This aligns with previous studies in invertebrates and plants showing weak correlations between gbM and transcriptional changes^11,12,50^, where genetics has more weight explaining methylation variation than transcription^25,26^. Instead, our data support a model in which gbM contributes primarily to transcriptional integrity rather than regulating host gene expression per se. This role mirrors findings in vertebrates, where loss of DNA methylation also triggers spurious intragenic transcriptional initiation^51,52^. However, in vertebrates, global loss of 5mC is typically lethal because of its broader regulatory functions^53^, including promoter and enhancer control as well as extensive TE silencing^1,2^. These expanded roles probably evolved as a consequence of genome hypermethylation, which subsequently necessitated more robust regulatory control and epigenetic reprogramming mechanisms across generations. By contrast, we show that in *Nematostella*, spurious transcripts arising from demethylated gene bodies do not appear to cause overt developmental defects. Viable adults and fertile offspring can still be produced, suggesting that these epimutations can be tolerated. However, in other invertebrates, such as insects, spurious transcription may be more deleterious—for example, by producing dominant-negative isoforms or interfering with transcript stability—potentially explaining why DNMT1 knockdowns are lethal in some species^17,18^, but not so in others^19^.

Although widespread methylation loss was achieved using both inhibitors and MO, residual 5mC remained detectable. Complete elimination of DNA methylation would probably require genetic disruption of both DNMT1 and DNMT3. However, loss of DNMT proteins could introduce additional phenotypes unrelated to methylation, given their known non-catalytic roles. Future genetic approaches targeting catalytic activity specifically will help further dissect the functional consequences of total DNA methylation loss.

We also show that whereas *Nematostella* lacks global post-fertilization epigenetic reprogramming, the germline can partially restore methylation at actively transcribed loci (Fig. 5b). The fact that recovery occurs in the germline but not during somatic mitosis further supports the idea that the primary role of gbM is transposon control, as preserving genome integrity is especially critical in the germline, where most silencing mechanisms (for example, piRNAs) are concentrated. The observed de novo methylation, probably mediated by DNMT3, is preferentially targeted to gene bodies marked by transcription-associated histone modifications, but slow at heterochromatin regions (Fig. 5b). Notably, DNMT3 is expressed both early and late in development (Fig. 1c), yet later developmental expression does not appear sufficient to drive substantial 5mC gain in somatic tissues, even after complete regeneration cycles. This may reflect developmental regulation of DNMT3 activity, for example through restricted nuclear localization or reduced enzymatic activity in somatic cells. Possibly, restricted de novo methylation in somatic tissues may have limited evolutionary consequences, as TE mobilization in the soma is unlikely to be inherited, whereas maintenance by DNMT1 may be sufficient to preserve 5mC at essential, highly expressed genes. After fertilization, however, no widespread reprogramming occurs: the distinct epigenetic states of parental genomes persist well into embryogenesis and even adulthood, allowing for the inheritance of epimutations across generations. Over time, inherited hypomethylation in gene bodies may be corrected through transcription-dependent remethylation, gradually restoring epigenetic stability. However, persistent epimutations can have regulatory consequences, including ectopic chromatin accessibility and the emergence of new transcripts. Whereas most of these are probably neutral or deleterious, a subset could reveal previously silenced regulatory or coding potential, creating opportunities for evolutionary innovation. This conjecture is supported by the widespread phenomenon of TE exonization, a major driver of transcriptome diversification^54,55^, particularly in biological contexts where epigenetic control is relaxed, such as early mammalian development or tumorigenesis^56,57^. Although large-scale demethylation events are probably uncommon in nature, environmental stress or inefficient maintenance of methylation could transiently activate these normally repressed sequences in invertebrates.

In sum, our results demonstrate that DNA methylation can serve as a vehicle for intergenerational epigenetic inheritance in invertebrates, a long-standing hypothesis often invoked but rarely demonstrated with mechanistic detail. However, the primary function of gbM appears to be genome defence and be downstream of transcription, rather than the fine-tuning of host gene expression in response to environmental changes. Our results provide a cautionary perspective on the evolutionary and functional significance of DNA methylation in non-vertebrate animals.

## Method

This research was approved by the Queen Mary University of London ethics board.

### Animal husbandry and lines

*Nematostella* individuals from the laboratory-reared line were kindly provided by V. Modepalli. Juveniles and adults were housed in glass dishes containing 15‰ artificial sea water at 19 °C and fed freshly hatched *Artemia* nauplii three to five times a week, with weekly water changes. Spawning was induced following previously established protocols^58,59^. The gelatinous mass surrounding the eggs was removed using 4% L-cysteine (Sigma-Aldrich, no. 1.02838), after which eggs were washed and fertilized. Embryos were cultured in six-well plates at 22 °C for consistent developmental staging. Primary polyps metamorphosed were initially fed mashed nauplii until they can ingest intact nauplii and then transferred to larger glass dishes for further growth and maturation.

### DNA methylation inhibition

Following fertilization, zygotes were treated with different concentrations of cytidine analogues, including 5-azacytidine (Abcam, no. ab142744), zebularine (Abcam, no. ab141264) and decitabine (Abcam, no. ab120842), using DMSO as a control. Embryos were allowed to develop in solutions for 25 h, after which drugs were washed off. Treated embryos were then either sampled for DNA exaction or allowed to develop to polyp stage for survival assessment. Different treating windows were tested using 5 μM GSK-3484862 (MedChemExpress, no. HY-135146), with exposure durations ranging from 5 hours to 7 days. Several concentrations of GSK-3484862 were tested to optimize methylation depletion while maintaining solubility. The final concentration used (5 μM) corresponded to the highest fully soluble dose under our experimental conditions (0.1% DMSO, 15‰ artificial sea water, 22 °C), ensuring maximal efficacy without precipitation. Polyps at 8 dpf were collected for global DNA methylation measurement. For multi-omic profiling, zygotes produced by pooled gametes of several males and females were split into two wells containing either 5 μM GSK or equivalent amount of DMSO (0.1%) as the control. Three independent biological replicates for both treatment and control were prepared using different broodstocks. After 25 h, gastrula-stage embryos were washed and harvested for DNA, RNA and nucleus extraction.

To genetically induce demethylation, translation-blocking MO antisense oligonucleotides targeting DNMT1, DNMT3 and UHRF1 were used. MO sequences were designed and synthesized by Gene Tools as follows (5’–3’): DNMT1, TTCTTCGCAGGCAACCATTTCGTAG; DNMT3, CATGGTTGCCGACAGAGAGATCTA; UHRF1, CAAATGTTCGCACTTGAATCCACAT; and control MO, CCTCTTACCTCAGTTACAATTTATA. A 1-mM stock solution of each MO was prepared in nuclease-free water. De-jellied eggs were microinjected with 800 μM of a single MO or 400 μM each when two MOs were co-injected, alongside 0.2 mg ml^−1^ fluorescent dextran as a tracer (Thermo Scientific, no. D22910), using a FemtoJet 4i microinjector (Eppendorf). Injected eggs were fertilized within 3 h of spawning and embryos were allowed to develop until sampling for DNA extraction.

### Regeneration and growth series

The methylome profile of the regeneration series was compared between GSK-treated (demethylated) and control individuals. Each 8-month-old polyp was bisected and the oral half (tentacles, pharynx and mesentery) was allowed to regenerate a new aboral end (mesentery and physa) over ~3 weeks. This regenerated animal was then bisected again, this time with the newly formed aboral region allowed to regenerate, whereas tentacle and pharynx tissues from the original oral end were sampled. In the next cycle, physa from the aboral was sampled once regeneration of a new oral end was completed. We repeated bisections with alternating aboral/oral regeneration for a total of five rounds and collected newly regenerated tissues (excluding mesentery to avoid confounding gamete signal) at each cycle.

Global methylation during growth and maturation was also recorded in selected groups of animals. Whole animals were collected before 3 months of age, after which physa tissue was collected from one individual per group. At 12 mpf, one male from each group was induced to spawn and sperm was collected from three consecutive spawnings at 2-week intervals. Eggs from three spawnings (3-week intervals) of the same female in each group were pooled for DNA extraction as a result of low DNA yield from egg samples. To compare the DNA methylation amount between sperm and eggs within each group, gametes from several individuals (two to five females and five to seven males) were induced and collected for DNA extraction.

### F_1_ crossings

DNA methylation amounts of gametes from demethylated F_0_ individuals were validated with Oxford Nanopore (see below) before their use in any crossing. Methylation amounts of demethylated sperm were measured from excess sperm after their use for fertilization, whereas that of demethylated eggs were defined on the basis of prior measurements from the same female. After reciprocal crossing between treated and untreated F_0_ animals, the resulting F_1_ offspring were sampled at either gastrula or polyp stage for methylation analysis. For haplotype phasing, a single 4-month-old F_1_ juvenile derived from the cross between a demethylated F_0_ male and an untreated F_0_ female were collected for DNA extraction.

Two independent GSK-F_1_ lines were generated by crossing a pair of selected low-methylated GSK-F_0_ parents for each line. Similarly, we also generated two MO-F_1_ lines from DNMT1 + UHRF1 MO-injected F_0_ parents. For multi-omic profiling, F_1_ gastrulae embryos from these four lines were sampled at 25 hpf for DNA, RNA and nucleus extraction.

### DNA extraction

Genomic DNA (gDNA) from *Nematostella* embryos, polyps and tissues were isolated using Monarch Genomic DNA Purification Kit (New England Biolabs, no. T1030) following animal tissue lysis protocol, whereas sperm was processed using cell lysis protocol. For egg samples, because of their low gDNA/high lipid, protein and mitochondrion content, gDNA was purified by phenol-chloroform following mitochondrial depletion. To deplete mitochondria, gelatinous egg mass was first de-jellied and washed to remove nematosomes. Then, the oocyte nuclei were isolated by cytoplasm lysis and centrifugation as described in the ATAC-seq procedure (see below), depleting mitochondrial DNA. The prepared nuclei were digested using the Monarch kit cell lysis protocol including an RNA removal step. Crude gDNA was subsequently purified by standard phenol-chloroform extraction protocol and dissolved in nuclease-free water.

### Oxford Nanopore sequencing and methylation calling

For low passage DNA methylation profiling^33^, 30–100 ng of gDNA per samples was used to prepare multiplexed libraries by the Rapid Barcoding Kit V14 (SQK-RBK114), followed by sequencing on R10.4.1 chemistry flow cells using either MinION or PromethION platforms. For oocytes, we multiplexed libraries with the Native Barcoding Kit V14 (SQK-NBD114), where the ligation step reduces capture of the circular mitochondrial genome. Raw fast5 files were basecalled by Guppy (6.3.8) using the dna_r10.4.1_e8.2_400bps_modbases_5mc_cg_sup model and aligned to the reference genome GCF_932526225.1 (ref. ^60^) with minimap2 (2.24-r1122). We used modbam2bed (0.9.4) to convert modified base and mapped bam files to bed files, from which CpG methylation percentages were calculated. Reads mapping to the mitochondrial genome served as an internal negative control for methylation amount (Supplementary Table 2).

For high coverage Oxford Nanopore Technologies (ONT) sequencing, we first sheared gDNA to ~10 kilobases (kb) with a g-Tube (Covaris, no. 520079) and then used 1 μg as input for the SQK-LSK114 ligation protocol following manufacturer instructions. Libraries were sequenced in a PromethION flow cell (R10.4.1 chemistry) until reaching desired coverage (>30×). The resulting pod5 files were then used as input for Dorado (0.7.2), calling methylation with the 5mCG_5hmCG sup model while mapping it to the reference genome. Methylation calls were then extracted using Modkit pileup function (v.0.5.0), with the preset –cpg option.

### Enzymatic methyl-seq library preparation and analysis

We used 100 ng of gDNA, spiked with unmethylated phage lambda DNA and pUC19 CpG-methylated plasmid and sheared it to ~400 bp with a Covaris M220 Focused-ultrasonicator. We then constructed EM-seq libraries using the NEBNext Enzymatic Methyl-seq Kit (NEB, no. E7120) following manufacturer instructions. The resulting libraries were sequenced on an Illumina NovaSeq X Plus platform.

The EM-seq converted reads were mapped to the reference genome (GCF_932526225.1)^60^ using BS-Seeker2 with bowtie2 as a backend aligner^61^. Overlapping read pairs were merged using BBtools (bbmerge.sh) and treated as single-end reads. The resulting bam files were deduplicated using Sambamba and methylation calling was obtained using CGmapTools^62^. Non-conversion and enzymatic protection rates were assessed from the lambda and pUC19 controls, respectively (Supplementary Table 3). CGmap files were subset for CpG positions and converted to bigwig using the UCSC tool BedGraph2BigWig. These bigwig files were then uploaded into an Integrative Genome Browser session and used as input for DeepTools2 input to visualize methylation patterns^63^.

Publicly available WGBS and EM-seq datasets were downloaded from the National Center for Biotechnology Information (NCBI) and re-analysed using the same pipeline^22,28,39^. DeepTools2 multiBigwigSummary and plotCorrelation functions were used to cluster these datasets.

For quantitative analysis, CGmap files were read into R using the bsseq package, collapsing strand information for each CpG. These data were then used to compute global methylation amounts (total C calls/total coverage), weighted averages across genomic regions, including gene bodies or ATAC-seq peaks. Gene bodies were classified as methylated if their weighted methylation was ≥10% mCG, a permissive threshold chosen to capture genes exhibiting gbM. For ATAC-seq peaks, we applied a more stringent threshold of ≥20% mCG to confidently identify peaks originating from methylated regions and to avoid misclassification of peaks spanning boundaries between methylated and unmethylated DNA. Also, CpGs with coverage ≥10× were obtained for each EM-seq sample and means were computed for a given condition (for example, F_0_ GSK and F_0_ DMSO). The per CpG comparison was then plotted for all CpGs that had >0% mCG signal, excluding all the constitutively hypomethylated sites. DMRs were computed using the DSS R package (v.2.54.0) with the DMLtest() function with smoothing = TRUE and then the callDMR() function with delta = 0.5.

### ATAC-seq preparation and analysis

Nuclei and ATAC-seq libraries were prepared following a published protocol with modifications^64^. Briefly, fresh nuclei were dissociated from ~100 gastrulae embryos at 25 hpf by gentle homogenization with a pestle in lysis buffer. The nuclei suspension was passed through a 40-μm cell strainer (pluriSelect, no. 43-10040), washed, centrifuged and then counted with a haemocytometer. Approximately 5,000 nuclei were used per tagmentation reaction. Transposition was performed with in-house purified Tn5 transposase for 30 min at 37 °C. Following DNA clean-up, ATAC libraries were PCR amplified, size-selected using AMPure XP beads with double-sided selection and quality-checked on a TapeStation system (Agilent). The resulting libraries were sequenced with 2 × 150 bp reads on an Illumina NovaSeq X Plus platform.

Reads were then mapped to the reference genome using Chromap with ATAC-seq mode (--preset atac), which trims adaptors, shifts the insertion sites and cleans up duplicates automatically^65^. The resulting BEDPE files were used to compute the insertion distributions shown in Extended Data Fig. 4a to validate the quality of the assay, as well as fraction-of-reads-in-peaks scores >0.3 (Supplementary Table 4). Insertion site bigwigs were obtained using DeepTools2 bamCoverage function, normalizing using counts per million (CPM). These bigwigs were visualized using IGV and DeepTools2.

To compute differential ATAC-seq peak accessibility, we called peaks with MACS3 (-g 2.7e8 -q 0.05 -B)^66^. All peaks were merged using BEDTOOLS merge function and insert sites were counted using the featureCounts function in the SUBREAD package, requiring 20% read overlap (--fracOverlap 0.2). Insert counts per peak were read into R and normalized using DEseq2, which was then used to compute differential accessibility statistics using an FDR < 0.01. These normalized counts were also used to compare accessibility across samples.

Peaks were overlapped with genomic features obtained using the Bioconductor GenomicFeatures package, defining promoters as upstream 500 bp and downstream 200 bp from the transcriptional start site of each transcript.

TEs coordinates were obtained using the Earl Grey pipeline^67^, combining a de novo repeat detection with the RepBase annotation available for *Nematostella*, originally obtained from a previous fragmented version of the genome^32^. This combined library was then used to obtain Kimura distances against the consensus TE models.

Transcription-factor binding-site motif enrichment on peaks was obtained using Homer2, using the vertebrate motifs as reference. The motif footprinting was obtained using TOBIAS^68^, computing footprints on each ATAC-seq replicate with the ATACorrect and FootprintScores functions. Then, differential footprinting was computed for each combination of DMSO versus GSK replicates, only on statistically significant differentially accessible peaks. These results were read into R and sorted by *P*-value, filtering out those with *P* > 0.001. The motifs that appeared in at least four comparison combinations (DMSO replicate versus GSK replicate) were kept and then ranked for the median footprint score difference across all replicate comparisons.

### RNA-seq library preparation and analysis

Total RNA was extracted from gastrulae using the Monarch Total RNA Miniprep Kit (NEB, no. T2010S), followed by polyA selection with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, no. E7490). RNA-seq libraries were then prepared from 800 ng of RNA using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, no. E7760), according to the manufacturer’s instructions and sequenced on an Illumina NovaSeq X Plus platform to a depth of approximately 50 million paired-end reads per sample (Supplementary Table 5).

These data were mapped to the genome using HISAT2^69^, restricting maximum intron size to 40 kb and activating the transcriptome assembly flag (--max-intronlen 40000 --dta). The resulting bam files were processed with TElocal^70^ to obtain read counts on both protein coding genes and TE insertions, which were subsequently used for computing differential expression analysis with DEseq2. The bam files were converted into bigwig files using DeepTools bamCoverage function, using CPM for normalization. Each bam file was also used as input for StringTie requiring strand-specific information^71^, computing a de novo transcriptome for each replicate, then merged with the StringTie merge function to produce unique transcriptomes for GSK and DMSO samples. In parallel, short reads were mapped to the reference transcriptome with Kallisto^72^. The estimated counts values were then read into R, rounded and normalized with DEseq2. Differential expression analysis was then performed in F_0_ DMSO versus F_0_ GSK, F_1_ GSK or F_1_ MO pairs, using a FDR < 0.01. Gene ontology enrichments were calculated using TopGO R package (Supplementary Table 1). Gene ages were computed using OrthoFinder with select cnidarians and other metazoans, establishing the oldest possible clade as ‘Metazoa’ if an orthogroup was shared with sponge genomes, with all gene ages available in Supplementary Table 6.

Publicly available data were downloaded from NCBI^35,73^ and mapped against the reference transcriptome using Kallisto, collapsing isoform values into genes. Transcripts per million values were used to plot the transcription of DNA methylation machinery across development. To compare general transcriptional dynamics, the estimated counts were obtained for all replicates, normalized with DEseq2 and then standardized by defining the maximal expression value of each transcript as 1.

### CAGE-seq

The same RNA used to perform RNA-seq of 2 replicates of GSK-treated gastrulae was used for CAGE-seq library preparation, starting from 4 μg of input RNA. We followed previously described protocols^41^. Briefly, adaptor ligation and reverse transcription were followed by PCR amplification to incorporate adaptors and indexes. Libraries were then purified, quality-checked and sequenced on an Illumina NextSeq 2000 with the flow cell P4-50 kit, generating 70 bp single-end reads, obtaining more than 50 million single reads per sample (Supplementary Table 7).

Following sequencing, raw reads were demultiplexed using standard Illumina processing pipelines. Adaptor sequences and low-quality reads were trimmed and filtered using Trim Galore! (v.0.6.7, Babraham Bioinformatics) with default settings, after which the G added during the reverse transcription step was removed with cutadapt (v.4.6). Quality-filtered reads were aligned to the reference genome using STAR (v.5.1.0), ensuring that the 5′ end of each read was correctly mapped to its genomic location. Alignments were filtered to retain only primary, uniquely mapped reads with a mapping quality greater than 20.

Mapped data were processed using the CAGEr (v.2.14.0, Bioconductor; ref. ^74^) pipeline, following the recommended workflow. Signal normalization was performed using power-law normalization and TSS clusters were identified with a clustering threshold of 20 bp. Clusters were further filtered to remove artefacts and low-expression peaks and genomic coordinates were converted to a standardized format for further analyses.

### Histone modification and differential methylation analysis

The reads from an original ChIP–seq study profiling histone marks and cofactors along three developmental stages were downloaded from NCBI (GSE46488)^40^ and remapped to the new reference genome using bowtie2, allowing a maximum insert size of 2,000 bp (-X 2000) for paired-end reads. The resulting bam files were converted to bigwig using bamCoverage, removing PCR duplicates and normalizing using CPM. For an adult iChIP–seq dataset spanning both active and repressive histone modifications, we downloaded the normalized log_2_ signal-to-input bigwig tracks from the publication source (GSE329959)^42^, as these had been mapped to the same reference genome. These bigwig files were visualized on relevant coordinates using DeepTools2 or IGV.

We used the bigWigAverageOverBed tool from UCSC (https://hgdownload.soe.ucsc.edu/admin/exe/) to calculate the average histone modification signal for each DMR. These values were then used as input features to fit a linear regression model describing the methylation recovery at DMRs using the lm() function from R. Feature importance was calculated using the calc.relimp() function with the lmg metric from the relaimpo R package (v.2.2.7), with importance scores normalized so that they sum to 100%.

### Per-read methylation and haplotype phasing analysis

Modified base calling was performed using Dorado (v.0.7.2+9ac85c6) with the base-calling model sup,5mCG_5hmCG and base-modification calls were subsequently extracted with modkit (v.0.4.1) using the flags --pass-only and --motif CG 0. Base-modification calls were then filtered for calls where the base-quality score was at least 20. Custom R scripts were used to calculate the proportion of methylated CpG sites overlapping DMRs on a per-read basis.

Variants were called using Clair3 (v.1.0.10)^75^ and phased using WhatsHap phase (v.1.7)^76^. Variants identified in the juvenile offspring resulting from the cross between a GSK-treated male and an untreated female were assigned to parental haplotypes on the basis of informative sites: loci that were homozygous in the male parent (assessed from the sperm sample) but heterozygous in the offspring. At such sites, the paternal allele could be unambiguously assigned, whereas the alternate allele absent in the male parent must have been maternally inherited. The VariantAnnotation R package (v.1.52.0) was used to generate a VCF file containing these pedigree-phased variants, which was subsequently used to phase reads with WhatsHap haplotag.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–7.

## Data Availability

All the sequencing data in this study have been uploaded to GEO (GSE307384). The genomic tracks can be visualized in the following IGV session: https://tinyurl.com/4e38zrbe.

# Supplementary material for: Gene body methylation suppresses intragenic transcription and permits epigenetic inheritance in a cnidarian
**Source:** Nat Ecol Evol. 2026 Jun 2;10(7):1370–83. doi: 10.1038/s41559-026-03090-6
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Nanopore MinKNOW app was used to sequence the Nanopore libraries. This is the constantly updated version of Oxford Nanopore available to all users.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | For Nanopore sequencing, base calling and methylation analysis Guppy v6.5.7, modbam2bed (0.9.1), Dorado, Modkit, BEDTools, UCSC bedGraphToBigWig, DeepTools2 and Bioconductor bsseq package for R were used. The SNPs and haplotypes were obtained using Clair3 and WhatsHap.<br>For RNA-seq analysis HISAT2, Stringtie, TElocal, and Kallisto were used to obtain counts, and DEseq2 for differential expression.<br>For ChIP-seq analysis fastp, bowtie2, Sambamba, and DeepTools2 were used.<br>For ATAC-seq, we used chromap for mapping.<br>For repeat annotation Earl Grey, RepeatModeler2 and RepeatMasker were used.<br>Version numbers of software/tools/algorithms/packages are reported in the Github repository: <a href="https://github.com/AlexdeMendoza/Nematostella_GbM/">https://github.com/AlexdeMendoza/Nematostella_GbM/</a><br>The code used for the analysis of this paper can be found in: <a href="https://github.com/AlexdeMendoza/Nematostella_GbM/">https://github.com/AlexdeMendoza/Nematostella_GbM/</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the sequencing data in this study has been uploaded to GEO (GSE307384). Reviewer access token ajmtssokbbunzmz

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

This study does not include human data.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All measurements were obtained at least in duplicates and triplicates. These are independent animal crossings, therefore biological replicates.                                                            |
| Data exclusions | No data exclusion.                                                                                                                                                                                         |
| Replication     | We performed quality control measures in all datasets, testing for correlation and congruence across replicates. Evidence for this is present throughout the manuscript.                                   |
| Randomization   | Not relevant to the study, these are treatment vs control, and the effect size (e.g. DNA methylation) was always tested, which makes the randomization unnecessary, as we were validating the effect size. |
| Blinding        | No blinding required.                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------|
| Laboratory animals      | Nematostella vectensis, the laboratory line that is kept at most european laboratories.       |
| Wild animals            | None.                                                                                         |
| Reporting on sex        | When sampling adults, they were sexed. Embryos and juveniles cannot be sexed in Nematostella. |
| Field-collected samples | None.                                                                                         |
| Ethics oversight        | This research was approved by the Queen Mary University of London ethics board.               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | No plants used |
| Novel plant genotypes | N/A            |
| Authentication        | N/A            |

How the deposited data were processed for this re-analysis (not part of the article)

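RNA-seq (3 F0 DMSO, 3 F0 GSK, 2 F1 GSK and 2 F1 MO libraries), ATAC-seq (2 F0 DMSO, 3 F0 GSK, 2 F1 GSK and 2 F1 MO libraries), CAGE-seq (2 control and 2 GSK libraries) and Oxford Nanopore sequencing (1 library each of untreated cross gastrulae, sperm of a GSK-treated male, and F1 gastrulae and an F1 juvenile of cross 1) were analysed. Each sample was mapped to its condition from its label and the methods. The comparisons, tests, named genes and alternatives were set before the data were examined, apart from the position of peaks relative to gene bodies and the tests that the closing section names.

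The deposited RNA-seq values are counts per gene, which the authors did not scale between libraries, and the table does not state which of their counting routes made it. The deposited ATAC-seq values are counts per merged peak, also not scaled. The authors' peak lists of the single F0 libraries give a fold enrichment (a ratio to the local background) and -log10 p and -log10 q values for each peak. Of these, the -log10 q values were used, for the stricter peak set. The deposited CAGE-seq values are a signal per cluster, normalized by the authors with a power law and summed over the cluster, so they are on a scale of their own. The authors filtered the clusters for artefacts and low expression with thresholds that were not stated. The deposited Nanopore values are counts of valid, 5mC and 5hmC calls per CpG, with both strands joined. Of the per-sample columns of the RNA-seq and ATAC-seq tables, 0 were left unused.

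Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest), with DESeq2 1.42.0 as the other tool and limma 3.58.1 for the fry set test. Methylation, CAGE-seq and intervals were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes and peaks were called at FDR < 0.01. Intervals on shares are Wilson intervals at a confidence level of 95%. They treat genes, peaks and clusters as independent and do not cover the spread between libraries. Methylation was computed over CpGs with at least 10 valid calls. Gene bodies were methylated from 10% mCG, over at least 5 CpGs. Peaks and CAGE clusters were methylated from 20% mCG, over at least 3 CpGs, with a window of 500 bp on each side of the centre for clusters and for sperm levels of peaks. A gene at 0 counts in a group was given a floor of 3 counts per library, and the fold is then a lower bound. The median of the list that contains it is the same with the gene at its bound.

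The pipeline was tested on simulated data, with 200 features changed by 2 on the log2 scale. Of these, the RNA-seq tests recovered 87% in F0 GSK, 75% in F1 GSK and 76% in F1 MO, and the ATAC-seq test of F0 GSK recovered 89%. Interval sums were checked against a loop on made-up intervals. Depth differed between assays. A bin of 5 CpGs at 10 calls each rests on few calls, whereas the mean over the 23524 sperm-low bins of the F1 gastrulae rests on 22002637 calls.

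The named genes were set by a rule: the 5 genes called higher and the 5 called lower in F0 GSK with the largest log2 fold change, among those changed in the same direction in all 3 replicates and with a mean of at least 1 CPM in the higher group. The rule also named the genes and peaks of the regions in Fig. 2e and Fig. 4d, and the 3 open methylated peaks with the largest log2 fold change and at least 1 CPM in F0 GSK. The rule included the DNA methylation genes that the study names, which were not analysed here because their names were not paired with gene symbols.

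The alternatives were DESeq2, RLE size factors, no filter on low counts, all groups of an assay in the same fit, a replicate block, FDR < 0.05, leaving out each library in turn, stricter peaks (-log10 q of at least 5 in at least 2 of the F0 libraries), other coverage minima (5 and 20 valid calls), 5mC and 5hmC counted together, other methylation thresholds (20% for genes, 50% for peaks and clusters), CpGs inside the peak, a single sperm threshold of 50%, clusters found in both libraries, clusters within 100 bp taken as shared, a window of 250 bp, clusters in the upper part of the scores, 500-bp bins and gene bodies. The EM-seq methylomes, the eggs, the levels of single reads and haplotypes, transposable elements, motifs and histone marks were not analysed here.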

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

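The test of miscalled 5mC was chosen only after the result was seen. Nanopore reads were also called for 5hmC, which the paper does not report on. 5hmC made up 0.258% of valid calls in the untreated cross gastrulae and 0.197% in the sperm of cross 1. It made up 0.150% in the F1 gastrulae and 0.124% in the F1 juvenile. At CpGs under 20% mCG in the untreated cross, 5hmC was 0.134% there, and on the mitochondrial genome it was 0.126%, so an error floor of base calling may account for the calls at these CpGs. At CpGs of 80% mCG and over it was 0.995% in the untreated cross, which argues against the same floor as the cause there. What stays open at these CpGs is miscalled 5mC. Above the floor there were 1.51 5hmC calls per 100 5mC calls in the sperm, beside 0.916 in the untreated cross gastrulae, 0.999 in the F1 gastrulae and 1.08 in the juvenile. Miscalled 5mC and true 5hmC cannot be told apart from these ratios, since the rate of miscalling in each library is not known and there is 1 library of each kind. Tissue and stage differ between the libraries and stay open as untested biological explanations.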

How the results depend on the processing

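The position of peaks relative to gene bodies was chosen after seeing the data. The intronic share planned in its place was not run. Of the values compared under alternatives, 236 stayed the same, 163 moved, 6 lost their test's threshold and 3 reversed. For the 13 named genes and peaks, 89 values stayed the same and 51 lost the threshold.

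With DESeq2, 292 genes were called up and 660 down in F0 GSK, 78 and 128 in F1 GSK, and 577 and 914 in F1 MO. The share of methylated genes called down was 6.73%, and the share of genes with open methylated peaks called changed was 16.8%. The F1 GSK medians were -0.31 for methylated down genes and 0.33 for up genes, the F1 MO median of down genes was -0.66, and the sperm-low minus sperm-recovered difference in F1 GSK was 0.85. With FDR < 0.05, 215 genes were up and 530 down in F0 GSK, 343 and 628 in F1 MO, and 831 peaks were open and 166 closed.

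With all groups in the fit, 70 genes were up and 262 down in F0 GSK, 2 were down in F1 GSK, and 148 were up and 415 down in F1 MO. The methylated share called down was 2.87%, the F1 GSK median of up genes 0.47 and the F1 MO median of down genes -0.96. edgeR then called 0 peaks open and 0 closed, with 463 peaks at an unadjusted p under 0.05, so the results on lists of ATAC-seq peaks gave no value there. DESeq2 was run only on the compared groups and called 669 open and 99 closed. Without a filter, the correlation of F1 GSK with F0 GSK was 0.423 and the F1 GSK median of up genes was 0.45. With genes from 20% mCG, that median was 0.30.

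With the replicate block, 0 genes were up and 2 down in F0 GSK. In that fit 2204 genes had an unadjusted p under 0.05, and DESeq2 was not run with a block. In F1 GSK 1 gene was down, and in F1 MO 816 were up and 1174 down. By the paper's methods, the F1 lines came from their own parents. F1 and DMSO libraries thus share a replicate number but no cross, so block values of the F1 groups do not measure a pairing. Both F0 GSK genes called down were methylated (100%, Fisher's exact p = 0.50), 0.0225% of methylated genes were down, and 0% of genes with open methylated peaks were changed. The correlations were 0.263 for F1 GSK and 0.513 for F1 MO, the medians of down genes -0.996 and -3.21, and the sperm-low minus sperm-recovered differences 1.01 and 1.92. Methylated peaks were 7.69% of closed peaks, under the share of peaks not called (Fisher's exact p = 0.37). Results on up genes gave no value, with 0 such genes. Same-numbered DMSO and GSK libraries of the F0 RNA-seq deviated from their groups with r of -0.49, -0.11 and -0.38, and differently numbered ones with r of -0.06 to 0.38 (0.37 for DMSO 1 with GSK 3 and 0.38 for DMSO 3 with GSK 1). On simulated libraries without pairs, 86% of changes of 2 on the log2 scale were recovered with the block and 87% without it. The block thus cost little there, and why it removes the calls in the real libraries is not settled.

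With stricter peaks, 296 peaks were open and 47 closed, and the sperm-low minus sperm-recovered differences were 0.49 in F1 GSK and 1.48 in F1 MO. With peaks and clusters from 50% mCG, they were 0.96 and 1.44, closed peaks were methylated in 3.61% of cases, under the share of peaks not called (Fisher's exact p = 0.28), 94.5% of open methylated peaks lay in a gene body, and 12.0% of control-only clusters were methylated. With CpGs inside the peak the F1 MO difference was 1.19. With a single sperm threshold of 50% the differences were 0.67 in F1 GSK and 0.89 in F1 MO. GSK-only clusters found in both libraries were methylated in 25.9% of cases. In the upper part of scores, these shares were 4.55% for GSK-only and 3.53% for control-only clusters. There, 0.70% of open methylated peaks had a GSK-only cluster. Clusters listed under the median in the other condition counted as specific in this setting.

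Global mCG with 5mC and 5hmC together was 12.5% in the untreated cross, 4.56% in sperm, 7.48% in F1 gastrulae and 6.92% in the juvenile, and as the mean over CpGs 12.4%, 4.59%, 7.89% and 7.63%. For sperm-low bins in F1 gastrulae and the juvenile, then sperm-recovered bins in both, mCG was 50.2%, 48.3%, 85.4% and 83.7% with 5mC and 5hmC, 49.6%, 47.9%, 85.4% and 83.8% in 500-bp bins, 45.3%, 43.3%, 69.8% and 68.3% in gene bodies, 50.2%, 48.6%, 84.8% and 83.0% with at least 20 valid calls, and 52.0%, 50.1%, 82.0% and 80.3% with a single sperm threshold of 50%. With at least 5 valid calls, the first 2 were 49.8% and 47.8%, and the juvenile sperm-recovered mean was 82.9%. These limits are set by the number of calls in single libraries and not by replicates.

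Leaving out 1 library at a time, where a lone library is assumed to vary like the other group, gave these ranges. F0 GSK: 0 to 120 genes up and 3 to 351 down, the highest without DMSO replicate 3 (without DMSO replicate 1, 8 and 86; without DMSO replicate 2, 0 and 3; without GSK replicate 1, 0 and 7; without GSK replicates 2 or 3, 0 and 3). The methylated share was 93.1 to 100% of down genes, not past the threshold without DMSO replicate 2, GSK replicate 2 or GSK replicate 3 (Fisher's exact p = 0.25 each), where 3 genes were called. It was 22.5 to 25% of up genes (25% and Fisher's exact p = 0.16 without DMSO replicate 1), which gave no value without DMSO replicate 2 or any GSK replicate. Methylated genes called down made 0.0336 to 3.65%. F1 GSK: 0 to 0 genes up and 0 to 0 down with edgeR (1129 to 2210 at an unadjusted p under 0.05; DESeq2 on the full set called 78 and 128). F1 MO: 0 to 266 up and 0 to 556 down, the highest without DMSO replicate 3 and 1 and 5 without DMSO replicate 1. Peaks called by edgeR in the F1 ATAC-seq libraries: 0 up and 0 down without either DMSO replicate, as in the full set (3381 peaks of F1 GSK and 6753 of F1 MO at an unadjusted p under 0.05; DESeq2 called 68 and 22, and 2233 and 4389), but 5314 up and 7151 down without F1 GSK replicate 1, 3612 and 4470 without F1 GSK replicate 2, 9681 and 12500 without F1 MO replicate 1, and 9153 and 12023 without F1 MO replicate 2.

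In the same fits, the correlation with F0 GSK was 0.241 (without F1 GSK replicate 1) to 0.527 for F1 GSK and 0.487 to 0.676 for F1 MO. Medians of methylated down genes were -0.86 to -0.37 in F1 GSK and -1.59 to -0.85 in F1 MO (-0.37 and -0.85 without DMSO replicate 3, -0.86 and -1.59 without F0 GSK replicate 1), and of up genes 0.53 to 0.94 and 0.30 to 0.74 (0.94 in F1 GSK without DMSO replicate 1; in F1 MO 0.74 without DMSO replicate 3 and 0.72 without F1 MO replicate 1). Open peaks numbered 207 to 737 and closed peaks 8 to 157 (without DMSO replicate 1, 214 and 8; DMSO replicate 2, 207 and 18; GSK replicate 1, 737 and 157; GSK replicate 2, 400 and 51; GSK replicate 3, 342 and 30). Methylated shares were 68.6 to 96.6% of open and 10 to 26.7% of closed peaks (26.7% without DMSO replicate 2), the lowest closed share, 10%, without GSK replicate 3 and under the share of peaks not called. Of open methylated peaks 92.0 to 94% lay in a gene body. Genes with such peaks were changed in 0 to 10.7% of cases, 10.7% without DMSO replicate 3 and 2.20% without DMSO replicate 1. For this share a replicate was left out of RNA-seq and ATAC-seq at once, where both assays had it.

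Medians of open methylated peaks were 1.02 to 1.48 in F1 GSK and 1.48 to 2.13 in F1 MO (2.13 without DMSO replicate 2, where the fry set test was no longer past its threshold), and sperm-low minus sperm-recovered differences 0.79 to 0.94 and 1.32 to 2.31 (in F1 MO 2.31 without DMSO replicate 1 and 2.06 without DMSO replicate 2). Methylated shares were 18.2 to 24.5% of GSK-only and 13.9 to 18.2% of control-only clusters, and 3.02 to 4.19% of open methylated peaks had a GSK-only cluster. The cause of these movements was not tested.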

Differences from the paper's values

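The paper states 264 genes up and 555 down in GSK-treated gastrulae, beside 40 and 165 here. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 292 and 660, and FDR < 0.05 gave 215 and 530, both within 1.5 times of the paper's values. RLE size factors, no filter, all groups in the fit, the replicate block and leaving out any library did not (the closest was 120 and 351 without DMSO replicate 3).

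For methylated genes, the paper states 512 called down and 67 called up, beside 162 and 9 here, and the paper's share of methylated genes called down is 6%, beside 1.82% here. DESeq2 gave 598, 75 and 6.73%, within 1.5 times of the paper's values. RLE size factors, no filter, all groups in the fit, at least 5 or 20 valid calls, genes from 20% mCG, 5mC and 5hmC together and leaving out any library that gave a value did not, nor did the replicate block, which gave no up genes.

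For genes with open methylated peaks, the paper states that 13% were differentially expressed, 48 down and 11 up, beside 5.87%, 19 and 3 here. DESeq2 gave 16.8% and 59 down, within 1.5 times of the paper's values, and 19 up, which is not. Leaving out DMSO replicate 3 gave 10.7%, 32 and 8, each within 1.5 times of the paper's values. RLE size factors, no filter, the replicate block and at least 5 or 20 valid calls did not. Nor did peaks from 50% mCG, 5mC and 5hmC together, stricter peaks and leaving out any other replicate.

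The paper states that start site clusters specific to GSK lay preferentially in methylated regions and those specific to controls in unmethylated ones. On average over the 2 libraries of a condition, 21.4% of GSK-only and 16.0% of control-only clusters were methylated here, so most clusters of either kind were unmethylated. Replicates 1 and 2 gave 24.5% and 18.2% for GSK-only and 13.9% and 18.2% for control-only clusters. Both kinds lay above the 2.45 to 2.48% of shared clusters.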

Other observations

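The tests on deletions in F1 MO, on CAGE-seq depth, on the overlapping genes and on the swap of labels were chosen only after the result was seen.

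The count of genes called in F0 GSK was compared with other splits of the 6 RNA-seq libraries. Only 1 of the 10 splits, the real one, gave as many calls, and with 10 splits chance cannot be excluded. Genes called down were methylated in 98.8% of cases, and genes not called of the same mean CPM in 63.4%, which argues against read depth alone as the cause. The same holds for open peaks, at 83.3% beside 9.74%.

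DMSO replicate 3 of the RNA-seq stands apart from the other DMSO libraries, and leaving it out raises the calls from 40 up and 165 down to 120 and 351. A swap of labels with a GSK library was tested: its mean r was 0.939 with the GSK libraries and 0.953 with the DMSO libraries, while GSK libraries had r of at least 0.980 with each other and at most 0.974 with DMSO replicates 1 and 2. The values argue against a swap, and a batch or a difference between crosses stays open as untested.

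Open methylated peaks lay higher in F1 GSK and F1 MO than in DMSO, with medians of 1.19 and 1.71. Among 10000 random lists of peaks not called and of the same mean CPM, the highest medians were 0.21 and 0.32, which argues against a shift shared by all peaks of the same strength. F1 and F0 embryos also differ in their parents, which was not tested.

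In F1 MO replicates 1 and 2, 21.7% and 22.7% of peaks lay under an eighth of their F0 mean CPM, in replicate 1 48.6% of the weakest 25% of peaks and 0.44% of the strongest 25%. Peaks low in both numbered 3368, which is 1.07 times the number expected from their strength and above the highest of 200 permutations (3252), so random loss in each library alone may explain most of the low peaks but not all. When the neighbouring peak was low, 25.0% of peaks were low in replicate 1, beside 21.7% of all peaks, which argues against long deletions as the cause of most. Few distinct molecules in these libraries stay open, and no biological explanation was tested.

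GSK-only clusters were methylated in 21.6% of cases over both libraries and shared clusters of the same normalized signal in 4.44%, which was the outcome set down for signal not being the cause. Other values go the other way: control-only clusters show a similar excess, at 16.1% beside 4.00%, and above the median score of their library the shares were 4.55% for GSK-only and 3.53% for control-only clusters. Weak signal and a change specific to GSK cannot be told apart here, since the matched clusters leave out all that are specific to a condition. The most mapped reads of a GSK CAGE-seq library were 46.8% of the fewest of a control library, so deeper sequencing of the GSK libraries is excluded as the cause of the GSK-only clusters at open methylated peaks. The filters of the authors on clusters stay open.

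Methylation left in the sperm may relate to F1 expression. Over 161 of the methylated genes called down, gene body mCG in the sperm of cross 1, in percent of the untreated cross, had a Spearman rho of 0.214 with the log2 fold change in F1 GSK (permutation p = 0.0063, 0.019 adjusted for the 3 tests) and of 0.195 in F1 MO (p = 0.013, 0.020 adjusted), so genes with less methylation in the sperm lay lower. In F0 GSK rho was 0.066 (p = 0.40). The difference of F1 from F0 itself had rho of 0.147 (p = 0.063) for F1 GSK and 0.150 (p = 0.057) for F1 MO, past no threshold. The sperm is of 1 GSK-treated male, which F1 MO does not descend from, so for F1 MO a property of the genes that sets both stays open. The hypothesis was found and tested on the same genes.

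LOC125561229 had reads in all 3 DMSO libraries and 0 in the GSK, F1 GSK and F1 MO libraries. It lies inside LOC5519991, and reads of one may have been counted on the other. Both genes together had a mean of 14.1 CPM in F0 GSK and 17.8 CPM (s.d. 1.14) in DMSO, and 10.5 CPM in each F1 group. LOC5519991 itself had 11.5 CPM in DMSO and 14.1 CPM in F0 GSK. Counting on the overlapping gene and a loss of transcription cannot be told apart, since only totals per gene were analysed here.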
